# Effects of Low and High Aneurysmal Wall Shear Stress on Endothelial Cell Behavior: Differences and Similarities

**DOI:** 10.3389/fphys.2021.727338

**Published:** 2021-10-14

**Authors:** Sandrine Morel, Sabine Schilling, Mannekomba R. Diagbouga, Matteo Delucchi, Marie-Luce Bochaton-Piallat, Sylvain Lemeille, Sven Hirsch, Brenda R. Kwak

**Keywords:** intracranial aneurysm, endothelial cell, wall shear stress, cell shape, differential gene expression, cytoskeleton

## Abstract

**Background:** Intracranial aneurysms (IAs) result from abnormal enlargement of the arterial lumen. IAs are mostly quiescent and asymptomatic, but their rupture leads to severe brain damage or death. As the evolution of IAs is hard to predict and intricates medical decision, it is essential to improve our understanding of their pathophysiology. Wall shear stress (WSS) is proposed to influence IA growth and rupture. In this study, we investigated the effects of low and supra-high aneurysmal WSS on endothelial cells (ECs).

**Methods:** Porcine arterial ECs were exposed for 48 h to defined levels of shear stress (2, 30, or 80 dyne/cm^2^) using an Ibidi flow apparatus. Immunostaining for CD31 or γ-cytoplasmic actin was performed to outline cell borders or to determine cell architecture. Geometry measurements (cell orientation, area, circularity and aspect ratio) were performed on confocal microscopy images. mRNA was extracted for RNAseq analysis.

**Results:** ECs exposed to low or supra-high aneurysmal WSS were more circular and had a lower aspect ratio than cells exposed to physiological flow. Furthermore, they lost the alignment in the direction of flow observed under physiological conditions. The effects of low WSS on differential gene expression were stronger than those of supra-high WSS. Gene set enrichment analysis highlighted that extracellular matrix proteins, cytoskeletal proteins and more particularly the actin protein family were among the protein classes the most affected by shear stress. Interestingly, most genes showed an opposite regulation under both types of aneurysmal WSS. Immunostainings for γ-cytoplasmic actin suggested a different organization of this cytoskeletal protein between ECs exposed to physiological and both types of aneurysmal WSS.

**Conclusion:** Under both aneurysmal low and supra-high WSS the typical arterial EC morphology molds to a more spherical shape. Whereas low WSS down-regulates the expression of cytoskeletal-related proteins and up-regulates extracellular matrix proteins, supra-high WSS induces opposite changes in gene expression of these protein classes. The differential regulation in EC gene expression observed under various WSS translate into a different organization of the ECs’ architecture. This adaptation of ECs to different aneurysmal WSS conditions may affect vascular remodeling in IAs.

## Introduction

Intracranial aneurysms (IAs) resulting from the deformation and enlargement of the lumen in arteries of the circle of Willis affect three to five percent of the population (Lawton and Vates, 2017). Most of the IAs are quiescent and asymptomatic, but their rupture leads to severe brain damage or death. Decision to treat an unruptured IA has to be taken considering (1) the annual rupture rate of the IA which is depending of patient and aneurysm characteristics, and (2) the mortality and morbidity rates associated with the treatment of the IA (Greving et al., 2014; Etminan et al., 2015). Despite intense research it is today still impossible to precisely predict the rupture probability of an individual IA. To better forecast the evolution of an unruptured IA, a broad understanding of the IA pathophysiology is needed.

Biomechanical forces are considered as important actors in IA initiation, growth and rupture (Munarriz et al., 2016; Diagbouga et al., 2018). Wall shear stress (WSS) defined as the tangential force per unit area imposed by the blood flow on the arterial wall per unit area is sensed by endothelial cells (ECs). In cerebral arteries, optimal function of ECs is associated with a physiological WSS of 20–30 dyne/cm^2^ (Zhao et al., 2015). Under laminar shear stress, cells are aligned in the direction of the flow and are in a quiescent and cytoprotective state (Kwak et al., 2014). Whereas the role of high WSS gradients on the initiation of IA formation is well established, the impact of WSS on IA growth and rupture is less understood (Meng et al., 2014; Staarmann et al., 2019). Flow patterns change in evolving IAs depending on their location, geometry (especially IA neck dimension) and their parental artery’s geometry. In human IAs, low WSS close to 2 dyne/cm^2^ is typically observed in wide-neck aneurysms with a slow recirculating flow whereas supra-high WSS (> 70 dyne/cm^2^) is found in aneurysms with impinging jet flow (Meng et al., 2014; Munarriz et al., 2016; Staarmann et al., 2019). These aneurysmal flow patterns affect IA pathophysiology: while low WSS seems to promote atherosclerotic, inflammatory and thrombotic processes, supra-high WSS has been associated with smooth muscle cell phenotypic changes and apoptosis (Meng et al., 2014; Munarriz et al., 2016; Cebral et al., 2019; Frosen et al., 2019; Staarmann et al., 2019).

Both low and supra-high WSS can alter normal endothelium toward a dysfunctional state, a process called “endothelial injury.” In the past two decades, many studies revealed that ECs are able to detect and to respond in a specific manner to defined changes in shear stress magnitude, frequency or direction, this way dictating vascular pathophysiology (Kwak et al., 2014; Jiang et al., 2015). For instance, vulnerable or stable atherosclerotic lesions could be induced in mouse carotid arteries *in vivo* in response to low laminar or oscillatory WSS, respectively, using a shear stress-modifying cuff (Cheng et al., 2006). ECs are equipped with a multitude of potential shear stress sensors including membrane-associated molecules (e.g., ion channels, receptors, adhesion molecules), the glycocalyx and specific membrane microdomains such as caveolae and primary cilia (Ando and Yamamoto, 2013; Kwak et al., 2014). We recently reported that the EC response to aneurysmal low WSS was dampened in ECs without primary cilium, leading to disorganized intercellular junctions and increased endothelial permeability (Diagbouga et al., 2021). Altered endothelial function is supposed to be an important factor for the increased severity of IA disease observed in polycystic kidney disease (PKD) patients, a genetic disorder affecting primary cilia (Cho et al., 2021). Little is known, however, on the potential differences in endothelial dysfunction/injury induced by the diverse flow magnitudes in IAs. In the present study, we investigated the changes in EC gene expression and cellular morphology following exposure to low or supra-high WSS.

## Materials and Methods

### Cell Culture and Flow Experiments

Coronary arteries of 8-month-old pigs were obtained from a nearby slaughterhouse. Primary arterial ECs were isolated as previously described (Hao et al., 2002) and cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal calf serum and 100 g/mL heparin. Cells were grown in dishes coated with 1% gelatin (Sigma-Aldrich) at 37°C in a humidified atmosphere containing 5% CO_2_. For flow experiments, cells were seeded on 1% gelatin coated Ibidi μ-Slides VI^0.4^ at 30.000 cells per channel and grown until confluence. Laminar shear stress of 2, 30, or 80 dyne/cm^2^ was applied for 48 h using an Ibidi flow system as previously described (Pfenniger et al., 2012; Denis et al., 2019; Diagbouga et al., 2021).

### Immunofluorescence

Cultured cells were fixed in ice-cold 100% methanol for 5 min and stained using primary antibodies recognizing CD31 (endothelial cell membrane receptor, Santa Cruz sc-1506, 1/50) or γ-cytoplasmic actin (mAb 2A3, 1/100) (Dugina et al., 2009) for 2 h at room temperature. Next, Alexa Fluor 568-conjugated anti-goat and 488-conjugated anti-mouse antibodies (Thermo Fisher Scientific, 1/2000) were used for signal detection. Nuclei were counterstained with 4′,6-diamidino-2-phenylindol (DAPI). Fluorescence was preserved using Ibidi mounting medium. Images were obtained by confocal laser scanning microscopy (Leica SP5 or Zeiss LSM800 Airyscan). Images were analyzed using the NIH Image software (NIH AutoExtractor 1.51; National Institutes of Health).

### Quantifying Cell Shape Changes and Cell Orientation

The angle γ between the blood flow direction, which is for the remainder of the paper to be assumed to be in the positive *x*-axis direction, and each cell’s major axis characterized the cell’s orientation. Measured angles were between 0° and 180°. As the cell’s major axis orientation should be independent of an angle measurement in clockwise or anti-clockwise direction, we projected all angles γ‘ from the second quadrant to the first quadrant *via* γ = 180°−γ‘. We introduced the circularity measure C = 4πA/L^2^, with A for the area of the cell and L its perimeter. Whereas this measure is 1 for a perfectly circular cell, it is smaller than 1 for all other cell shapes. Cell elongation was quantified by the aspect ratio of the cell’s fitted ellipse. That is, the ratio of major axis to minor axis. All geometry measurements based on confocal microscopy of porcine arterial ECs were performed with the imaging processing package Fiji (Schindelin et al., 2012).

We assumed the null hypothesis that the samples in the three different flow conditions for each cell shape measure originate from the same distribution. Assuming an error probability of α = 0.01 we rejected the null hypothesis for all three quantifications performing Kruskal-Wallis-tests resulting in significant *p*-values (*p* < 10^–6^). Subsequently, we performed for each shape measure pairwise two-sided Wilcoxon rank-sum-tests between the flow conditions with the Holm-Bonferoni correction for multiple testing (Holm, 1979). If the difference between two flow conditions was significant (*p* < 0.01), the small characters below the box plots in Figure 1 differ. All statistical tests were performed with the package visStatistics (Schilling, 2021) using the statistical software R (R Core Team, 2020).

**FIGURE 1:**
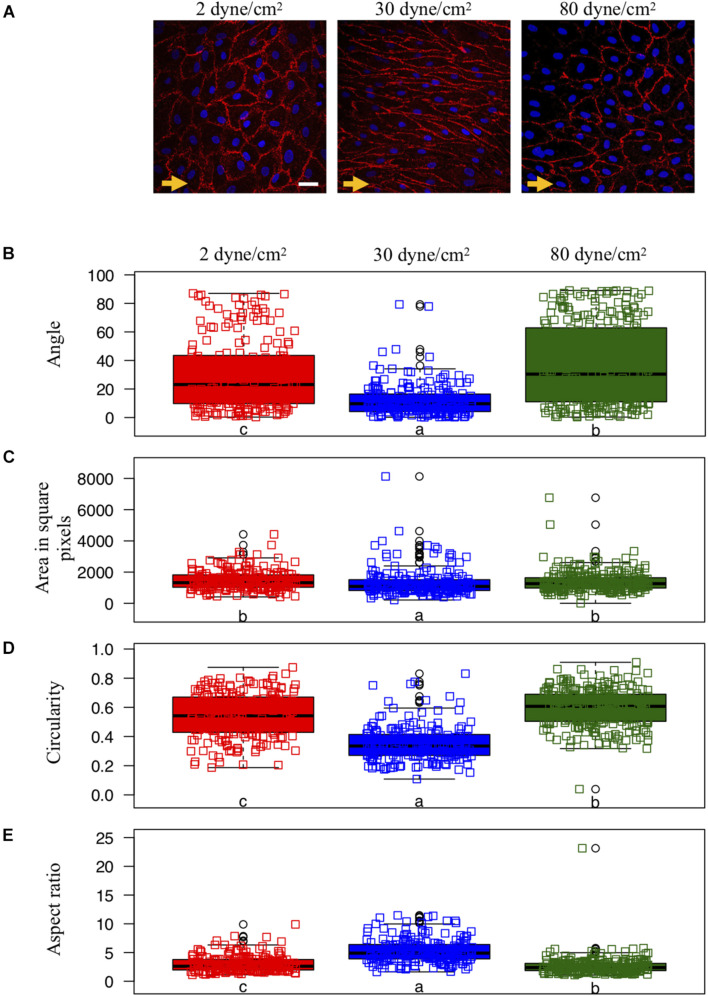
Endothelial cell shape and organization under various shear stress conditions. **(A)** Representative examples of ECs exposed to different *in vitro* conditions of shear stress: aneurysmal low shear stress = 2 dyne/cm^2^ (left panel), physiological shear stress = 30 dyne/cm^2^ (middle panel) or aneurysmal supra-high shear stress = 80 dyne/cm^2^ (right panel). The direction of the flow is indicated by orange arrows. CD31 immunostaining (in red) denotes the cell borders. Nuclei were stained with DAPI (in blue). Scale bar represents 20 μm. **(B–E)** Quantification of EC shapes parametrized by the angle between each cell’s major axis and flow **(B)**, the area **(C)**, the circularity **(D)** and the aspect ratio **(E)**. ECs were exposed to low (*N* = 208), physiological (*N* = 195) or supra-high (*N* = 271) conditions of shear stress. Results are shown as individual values and as boxed plots ± interquartile range. Two box plots sharing the same letter show no statistically significant difference (*p* < 0.01). Data points located above or below the box plot’s whiskers are considered outliers, defined as 1.5 times above or below the interquartile range, and marked by black circles.

### Library Preparation, Sequencing, Read Mapping to the Reference Genome

Total RNA was isolated from porcine arterial ECs using the nucleospin RNA II kit (Machery-Nagel) according to the manufacturers’ instructions. Three independent experiments were performed for each WSS condition, systematically comparing the WSS 2 dyne/cm^2^ vs. 30 dyne/cm^2^ or 80 dyne/cm^2^ vs. 30 dyne/cm^2^ from the same donor and cell passage. The quality of all samples was verified using the Agilent 2100 Bioanalyzer with the Agilent RNA 6000 Nano Kit (Agilent Technologies). cDNA libraries were constructed by the genomic platform of the University of Geneva using the Illumina TruSeq RNA sample preparation kit according to the manufacturers’ protocol. Libraries were sequenced using single-end (100 nt-long) on Illumina HiSeq2000. FastQ reads were mapped to the ENSEMBL reference genome (Sscrofa11.1.96) using STAR version 2.4.0j (Dobin et al., 2013) with standard settings, except that any reads mapping to more than one location of the genome (ambiguous reads) were discarded (*m* = 1). Sequence data have been submitted to GEO database under accession number GSE173928. A unique gene model was used to quantify reads per gene. Briefly, the model considers all annotated exons of all annotated protein coding isoforms of a gene to create a unique gene where the genomic region of all exons was considered as coming from the same RNA molecule and merged together.

### RNAseq Data Analysis

All reads overlapping the exons of each unique gene model were reported using featureCounts version 1.4.6-p1 (Liao et al., 2014). Gene expression was reported as raw counts and in parallel normalized in reads per kilobase million (RPKM) in order to filter out genes with low expression value (1 RPKM) before calling for differentially expressed genes. Library size normalizations and differential gene expression calculations were performed using the package edgeR (Robinson et al., 2010) designed for the R software (R Core Team, 2020). Only genes having a significant fold-change ≥ 2 and the Benjamini-Hochberg corrected *p*-value < 0.05 were considered for the differentially expressed genes analysis.

### Gene Set Enrichment Analysis

Families and sub-families of proteins were downloaded from PANTHER database for *Sus scrofa* and used to generate gene sets. Genes were ranked by their calculated fold-changes (decreasing ranking). A gene set analysis using the gene set enrichment analysis (GSEA) package Version 2.2 (Mootha et al., 2003; Subramanian et al., 2005) from the Broad Institute (MIT, Cambridge, MA) was used to analyze the pattern of differential gene expression between the two groups. Gene set permutations were performed 1,000 times for each analysis. The Normalized Enrichment Score (NES) was calculated for each gene set. GSEA results with a nominal False Discovery Rate (FDR) < 0.05 and abs(NES) > 1 were considered significant.

### PANTHER Gene Ontology

Differentially expressed genes (either in 2 dyne/cm^2^ or 80 dyne/cm^2^ vs. 30 dyne/cm^2^) were annotated with the PANTHER tool gene ontology: protein class and represented in pie charts. 1: Calcium-binding proteins (PC00060); 2: Cell adhesion molecules (PC00069); 3: Cell junction proteins (PC00070); 4: Chaperones (PC00072); 5: Chromatin/chromatin-binding, or -regulatory proteins (PC00077); 6: Cytoskeletal proteins (PC00085); 7: Defense/immunity proteins (PC00090); 8: Extracellular matrix proteins (PC00102); 9: Gene-specific transcriptional regulators (PC00264); 10: Intercellular signal molecules (PC00207); 11: Membrane traffic proteins (PC00150); 12: Metabolite interconversion enzymes (PC00262); 13: Nucleic acid binding proteins (PC00171); 14: Protein modifying enzymes (PC00260); 15: Protein-binding activity modulators (PC00095); 16: Scaffold/adaptor proteins (PC00226); 17: Structural proteins (PC00211); 18: Transfer/carrier proteins (PC00219); 19: Translational proteins (PC00263); 20: Transmembrane signal receptors (PC00197); 21: Transporters (PC00227); 22: Viral or transposable element proteins (PC00237). Heatmaps were generated in R using the package pheatmap (Kolde, 2019). Figure 2C represents logFC (vs. respective control) for 2 dyne/cm^2^ and 80 dyne/cm^2^ conditions. Supplementary Figure 1 represents scaled RPKM values of genes of interest in replicates. For both heatmaps, genes were organized by hierarchical clustering using the function hclust in R.

**FIGURE 2:**
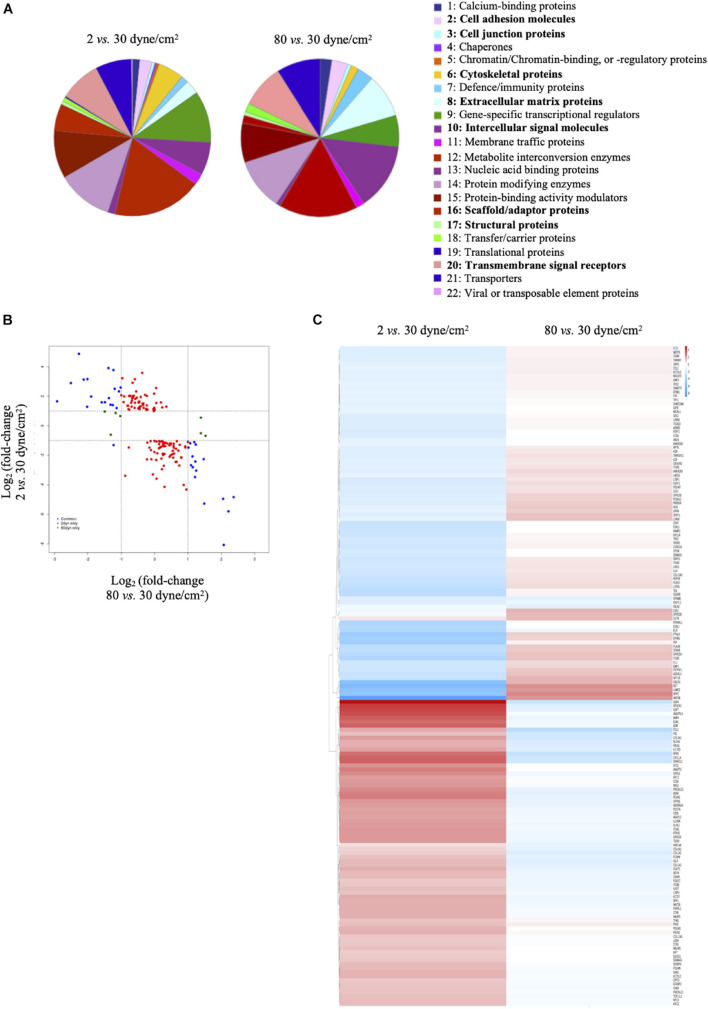
Low and supra-high shear stress affect protein classes distribution. **(A)** Pie charts of differentially expressed genes in ECs exposed to 2 dyne/cm^2^ vs. 30 dyne/cm^2^ (left panel) or 80 dyne/cm^2^ vs. 30 dyne/cm^2^ (right panel) based on Gene Ontology functional protein class. **(B)** Fold change expression level comparison of differentially expressed genes from the 8 protein classes written in bold in panel **(A)**. Red dots show genes modified in 2 vs. 30 dyne/cm^2^ only, green dots show genes modified in 80 vs. 30 dyne/cm^2^ only, and blue dots show genes modified in 2 vs. 30 dyne/cm^2^ and in 80 vs. 30 dyne/cm^2^. **(C)** Heat maps showing up- and down-regulation of common genes under 2 vs. 30 dyne/cm^2^ and 80 vs. 30 dyne/cm^2^.

## Results

### Endothelial Cell Shape and Orientation Are Altered Under Aneurysmal Wall Shear Stress Conditions

Porcine arterial ECs typically show a cobblestone morphology under static culture conditions [(Hao et al., 2002); not shown] and present an elongated shape and orientation in the direction of the flow after exposure for 48 h to a physiological WSS of 30 dyne/cm^2^ (Figure 1A—middle). However, ECs exposed to either type of aneurysmal WSS (2 or 80 dyne/cm^2^) failed to elongate (Figure 1A—left and right).

We quantified cell orientation and cell shape changes of the ECs under physiological WSS as well as under low and supra-high aneurysmal WSS by keeping track of each cell’s orientation, area, circularity and aspect ratio (Figures 1B–E). Whereas under physiological flow conditions, the ECs’ major axes were aligned toward the direction of flow (corresponding to an angle of 0°), this cell orientation was lost under both types of aneurysmal WSS (Figure 1B). Note that a completely random orientation of the cells would be reflected in an angle distribution centered around 45° and spread over the whole angle range between 0° and 90°. The cells’ surface area was smallest under physiological flow conditions and increased to a similar extend under both types of aneurysmal WSS (Figure 1C). Likewise, circularity was small under physiological flow conditions and increased under both types of aneurysmal WSS with highest value found at 80 dyne/cm^2^ (Figure 1D). Accordingly, the aspect ratio followed an inverted pattern with the highest value, denoting a high level of elongation, at the physiological WSS of 30 dyne/cm^2^ (Figure 1E). Thus, ECs lost their elongation and alignment in the direction of the flow, became roundish and increased their surface area under both types of aneurysmal flow conditions.

### Low and Supra-High Wall Shear Stress Differentially Affect Endothelial Cell Gene Expression

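Primary ECs of 3 pigs were each cultured for 48 h under laminar shear stress of 2, 30 or 80 dyne/cm2, and RNA of 12 cultures was sequenced. Every donor gave 1 culture at 2 dyne/cm2, 1 at 80 dyne/cm2 and 2 at 30 dyne/cm2, so the physiological condition has 2 sets of 3 libraries. The labels deposited with the data call the cells aortic, whereas the methods name coronary arteries, and for the cultures at 80 dyne/cm2 and their controls they give a different flow slide and seeding density from those in the methods. The authors deposited the number of reads on each of 21153 genes without normalization. They had mapped the reads to Sscrofa11.1 with STAR, discarded ambiguous reads and counted those over the merged exons of each gene with featureCounts. Between 29606854 and 41058902 reads per library were counted on genes (median 33871914). The medians were 31766057 at 2 dyne/cm2, 33924605 and 36460021 in sets 1 and 2 at 30 dyne/cm2, and 33819223 at 80 dyne/cm2. Libraries were matched to donors by their replicate numbers, which was checked on the counts. After removal of each condition's mean, the 18 pairs of libraries with the same number had correlations of 0.67 to 0.88 across 11568 genes, and the 36 other pairs had correlations of -0.55 to -0.19. EIF1AY, a gene of the Y chromosome, had 447 to 576 counts in the libraries of replicate 2 and 0 in all others. The labels do not say which set at 30 dyne/cm2 served which comparison. The fold changes printed in Supplementary Table 1 differed by a median of 0.05 (log2) from those computed against set 1 and by 0.34 from those against set 2, over 1057 and 1052 genes. For Supplementary Table 2 the medians were 0.55 with set 1 and 0.07 with set 2, over 225 and 227 genes. Set 1 was therefore used as the control for 2 dyne/cm2 and set 2 for 80 dyne/cm2. The copy of Supplementary Table 1 that could be read lists 603 up- and 543 down-regulated genes, against 604 and 543 in the paper's text. Counts were normalized by edgeR's TMM method, and genes with at least 1 CPM in at least 3 of the 6 compared libraries were tested. This filter stands in for the paper's filter at 1 RPKM, since the files give no gene lengths. Because the study compared cultures of the same donor, values from a fit with a donor term (replicate block) are added where they change a call or a count. Standard errors and SD describe the 3 donors, and all genes named lie on Sscrofa11.1.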

To obtain insight in the molecules involved in the endothelial shape changes observed in response to the different aneurysmal flow conditions, we performed unbiased transcriptomics (RNAseq) to compare gene expression levels in ECs exposed to physiological (30 dyne/cm^2^), low aneurysmal (2 dyne/cm^2^) or supra-high aneurysmal (80 dyne/cm^2^) WSS.

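Without any test, 645 genes rose and 574 genes fell at least 2-fold at 2 vs. 30 dyne/cm2, while 150 rose and 132 fell at 80 vs. 30 dyne/cm2. The median absolute log2 fold change of the tested genes was 0.27 at 2 dyne/cm2 and 0.16 at 80 dyne/cm2, a ratio of 1.73. Over all 12 libraries, the donor accounted for 49.2% of the variance of log2 CPM and the condition for 41.3%. The 2 sets at 30 dyne/cm2 counted as separate conditions, so the latter share holds their difference as well. The biological coefficient of variation between libraries of one condition, estimated by edgeR, was 27.6% for 2 vs. 30 dyne/cm2 and 29.4% for 80 vs. 30 dyne/cm2. With a donor term (replicate block) it was 15.5% and 11.4%.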

Visualizing the data in Volcano plots illustrates the divergence in magnitude of response when comparing low aneurysmal or supra-high aneurysmal WSS vs. physiological WSS. Indeed, when exposed to low aneurysmal shear stress, ECs showed approximately 5-fold more genes affected than when exposed to supra-high aneurysmal shear stress. 

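With a donor term, 4.38 times as many genes passed the paper's thresholds at 2 dyne/cm2 as at 80 dyne/cm2. The corresponding ratio of genes with at least a 2-fold change, without a test, was 4.32. In the fits with a donor term, the choice of control moved the count at 80 dyne/cm2 more than that at 2 dyne/cm2. When each aneurysmal condition was compared with the set at 30 dyne/cm2 that served the other, the fits with the replicate block gave 867 genes at 2 dyne/cm2 and 24 at 80 dyne/cm2.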

The comparison of 2 dyne/cm^2^ to 30 dyne/cm^2^ identified 604 and 543 up- and down-regulated genes (Figure 3A and Supplementary Table 1). 

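Of 11226 genes tested, 298 were up-regulated and 337 down-regulated at 2 vs. 30 dyne/cm2, with at least a 2-fold change and an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). With a donor term (replicate block) 568 were up-regulated and 510 down-regulated, and 628 of the 635 genes called without it were called in the same direction. With other thresholds the count ran from 232 genes when the test was made against a 1.5-fold change to 1244 genes on the adjusted p alone. Leaving out 1 library in turn gave 209 to 605 genes. There were 209 without replicate 1 and 241 without replicate 3 at 2 dyne/cm2, and 328 and 312 without replicates 1 and 3 of set 1. The genes described here were taken by a fixed rule, the largest changes past the thresholds in the same direction in all 3 donors. IGFBP5 (ENSSSCG00000025924, chromosome 15, 118861816 to 118877787) had 60.6 ± 60.4 CPM (SD, n = 3) at 2 dyne/cm2 and 0.168 ± 0.148 CPM in its controls. Its log2 fold change was 8.48 (standard error 1.13, adjusted p = 0.0121), or 8.41 with the donor term (standard error 0.51). KCNMA1 (ENSSSCG00000010325, chromosome 14, 79345382 to 80106337) had 3 counts or fewer in every library at 2 dyne/cm2 and 12.7 ± 12.6 CPM in the controls, at least 140-fold lower. WNT9B (ENSSSCG00000035524, chromosome 12, 17709046 to 17733434) fell from 201 ± 159 to 0.625 ± 0.0437 CPM, a log2 fold change of -8.30 (standard error 0.78, adjusted p = 0.00749). The other 7 genes taken by this rule were MDFIC2, RASGEF1C, ANGPTL5 and GDF6, which rose with log2 fold changes of 4.54 to 6.28, and CSPG4, TMPRSS6 and NGEF, which fell. CSPG4 was also at 3 counts or fewer in every library at 2 dyne/cm2, at least 32.6-fold lower than in its controls. TMPRSS6 and NGEF had log2 fold changes of -6.74 and -6.51. When 1 library was left out in turn, IGFBP5 and WNT9B passed the filter in 3 of the 6 fits each and kept their calls in these. Of the other 8 genes, GDF6 passed the filter in all 6 fits and the rest in 3 each. Where the filter removed a gene, its call was not tested. All 8 genes lost their call in 1 or more fits. KCNMA1 and NGEF lost it without any 1 of the libraries at 2 dyne/cm2 (adjusted p from 0.0524 to 0.113), CSPG4 without replicate 1 or 3 at 2 dyne/cm2 (0.0658 and 0.059), and TMPRSS6 without replicate 1 (0.0559). MDFIC2 lost it without replicate 3 of set 1 (0.0694), RASGEF1C without replicate 1 or 3 of set 1 (0.0614 and 0.0601), ANGPTL5 without replicate 1 or 2 of set 1 (0.0624 and 0.0605), and GDF6 in 5 fits (0.0531 to 0.0785).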

The same comparison between 80 dyne/cm^2^ and 30 dyne/cm^2^ yielded only 134 and 114 up- and down-regulated genes (Figure 3B and Supplementary Table 2). 

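Of 11187 genes tested at 80 vs. 30 dyne/cm2, 0 passed both thresholds, and the smallest adjusted p was 0.064 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was reached by 929 genes, of which 129 also changed at least 2-fold. When a donor term (replicate block) was added, 128 genes were up-regulated and 118 down-regulated. DESeq2 without a donor term gave 66 genes. Because edgeR's quasi-likelihood test called no gene without the donor term, the largest changes were taken by the same rule from the fit with it. IGFBP3 (ENSSSCG00000038783, chromosome 18, 50002921 to 50009425) had 24.6 ± 12.5 CPM (SD, n = 3) at 80 dyne/cm2 and 408 ± 121 CPM in its controls. Its log2 fold change was -4.06 (standard error 0.44, adjusted p = 0.369), or -4.11 with the donor term (standard error 0.23, adjusted p = 0.00152). SEMA7A (ENSSSCG00000023165, chromosome 7, 59094919 to 59119534) rose from 0.838 ± 0.545 to 9.01 ± 9.43 CPM. Its log2 fold change of 3.43 had a standard error of 0.94 (adjusted p = 0.47), against 3.21 and 0.28 with the donor term (adjusted p = 0.00291). The other genes taken by the rule were ADAMTS1, FAM167B, KCNMA1 and DHRS9, which rose with log2 fold changes of 2.45 to 2.81 under the donor term, and FGL2, LRRC4, NPR3 and PRR15, which fell with values of -2.92 to -2.27. All 10 genes changed in the same direction in the 3 donors. They kept it in the fits without the donor term that left out 1 library and still tested them. In these fits FGL2 ran from -4.93 to -0.97 and KCNMA1 from 1.43 to 3.74.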

As illustrated in the Venn diagram of Figure 3C, 170 differentially expressed genes in low aneurysmal flow overlapped with differentially expressed genes in supra-high aneurysmal flow, indicating that they are regulated under pathological conditions independently of the magnitude of WSS. Moreover, 977 genes were uniquely affected under WSS of 2 dyne/cm^2^ and 77 genes were uniquely affected by WSS of 80 dyne/cm^2^. 

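In edgeR's quasi-likelihood test without a donor term the overlap was empty, because no gene was called at 80 dyne/cm2. With a donor term (replicate block) 152 of the 11042 genes tested in both comparisons passed in both, where 19.9 would be expected by chance (odds ratio 25.8, 1-sided Fisher's exact test, p = 2.3e-108). They were 61.8% of the genes called at 80 dyne/cm2. Genes are not independent replicates, so the p of Fisher's test does not describe the spread between donors. With the replicate block and the other set at 30 dyne/cm2 as each control, 19 genes passed in both. Of the 152 genes, 147 changed in opposite directions, 81 of them down at 2 and up at 80 dyne/cm2 and 66 the other way. In all 3 donors 146 genes had opposite directions. The 5 genes that changed in the same direction, chosen after their values were seen, were IL33, CPNE8 and GPNMB, which fell, and CXCL12 and MYCN, which rose. IL33 had at least 3875 counts in every library and log2 fold changes of -1.64 (standard error 0.25) and -1.39 (standard error 0.12) with the donor term. DESeq2 without a donor term gave 52 shared genes, 51 of them in opposite directions.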

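In the fits with a donor term, 926 genes passed the thresholds at 2 dyne/cm2 alone and 94 at 80 dyne/cm2 alone. Without it, all 635 called genes belonged to 2 dyne/cm2. A call in a single comparison does not show by itself that the responses differ, so the difference was tested over all 12 libraries (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). It passed an adjusted p of 0.05 for 894 of the 926 genes and for 77 of the 94 genes with the replicate block. Without the donor term it passed for 572 of the 635 genes. All these genes were chosen on the same libraries, which favours a high share, so the counts are not independent evidence.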

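Set 1 and set 2 at 30 dyne/cm2 were compared over 11163 genes. No gene passed both thresholds, with a smallest adjusted p of 0.99 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and 473 genes had an unadjusted p under 0.05. The biological coefficient of variation was 28.4%, and 10.8% with a donor term (replicate block). With that term 1 gene passed and 2146 genes had an unadjusted p under 0.05. The gene, named after its values were seen, was IL1A (ENSSSCG00000008090), with a log2 fold change of -1.44 in set 2 (standard error 0.09, adjusted p = 0.0261) and 13 to 8139 counts per library. The count depended on the test: the likelihood ratio test of edgeR, chosen after seeing the data, gave 90 genes with the replicate block and 4 without it. DESeq2 gave 8 genes without it and 66 with it, the latter combination also chosen after seeing the data.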

As an internal control, we compared the respective 30 dyne/cm^2^ physiological conditions with each other and revealed only 30 differentially expressed genes among the 10,446 tested genes (data not shown).

**FIGURE 3:**
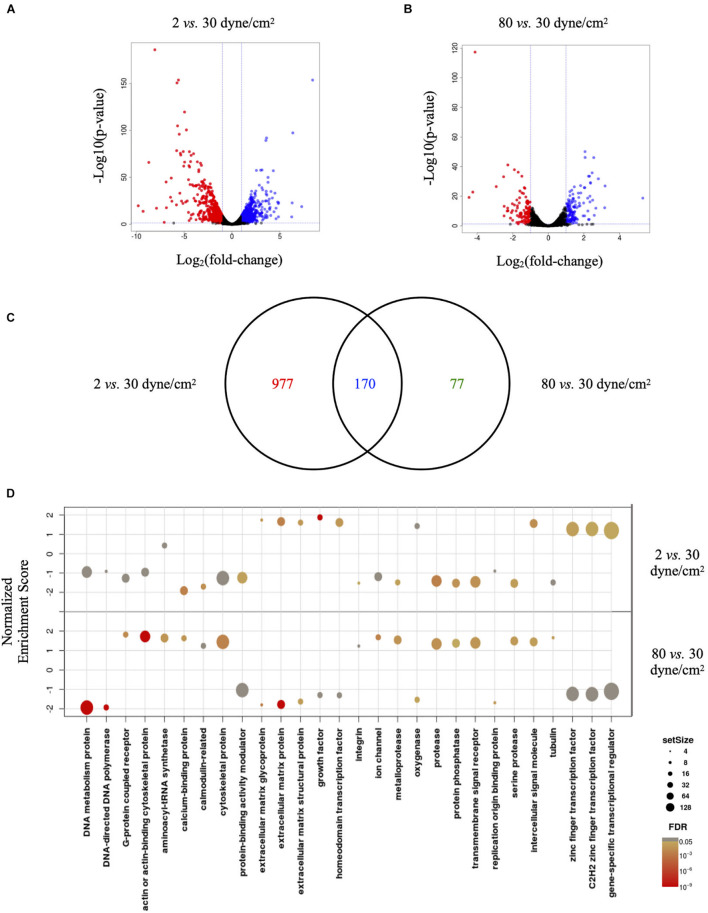
Low and supra-high shear stress affect endothelial cell genes expression. **(A,B)** Volcano plots displaying differential expressed genes in ECs under 2 vs. 30 dyne/cm^2^ **(A)** and 80 vs. 30 dyne/cm^2^ **(B)**. Blue and red dots represent the up- and down-regulated genes, respectively. **(C)** Venn diagram showing the number of shear stress-induced differentially expressed genes in ECs exposed to 2 vs. 30 dyne/cm^2^ or to 80 vs. 30 dyne/cm^2^. Colors represent differentially expressed genes in 2 dyne/cm^2^ (red), differentially expressed genes in 80 dyne/cm^2^ (green) or genes common between the two conditions (blue). **(D)** GSEA identifying essential pathways regulated by each aneurysmal WSS condition.

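Fold changes of the 2 comparisons were set against each other for the 11042 genes tested in both. No control library was shared between them. Across genes, which are not independent replicates, Pearson's r was -0.597 and Spearman's rho was -0.466, and 65.4% of the genes changed in opposite directions. Within donors r was -0.461, -0.469 and -0.471, and it lay between -0.594 and -0.392 when one donor's change at 2 dyne/cm2 was set against another donor's change at 80 dyne/cm2. Without a filter on low counts r was -0.27. With the other set at 30 dyne/cm2 as each control r was -0.374.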

Next, we performed GSEA to identify essential pathways regulated by each aneurysmal WSS condition. 

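The PANTHER gene sets of the paper were not used here. In their place 9 lists of genes written from general knowledge before the data were examined were tested with camera in limma (inter-gene correlation 0.01, 2-sided), with Benjamini-Hochberg adjustment over the 18 tests. Medians are of log2 fold changes from limma's voom. At 2 dyne/cm2, 4 lists were lower with an adjusted p under 0.05, and at 80 dyne/cm2 3 were higher and 1 lower. Under fry, 2 of the calls at 2 dyne/cm2 held (flow and endothelial markers) and none at 80 dyne/cm2; with an estimated correlation none held in either comparison. With the replicate block camera kept the calls made without it and made 5 at 2 dyne/cm2 and 7 at 80 dyne/cm2. Against the other set at 30 dyne/cm2, camera called 3 lists at 2 dyne/cm2, all lower. At 80 dyne/cm2 it then called 4, of which 1 was higher and 3 lower. The endothelial markers were not called at 2 dyne/cm2 against that set (-0.54, adjusted p = 0.0549). The 5 flow markers (KLF2, KLF4, NOS3, THBD and CYP1B1) had a median of -2.53 at 2 dyne/cm2 (adjusted p = 8.5e-04) and 0.44 at 80 dyne/cm2 (adjusted p = 0.0359). The 9 tested endothelial markers had medians of -0.56 (adjusted p = 0.0184, lower for 8) and 0.23 (adjusted p = 0.0121, higher for 8). Of the flow markers, 4 passed both thresholds at 2 dyne/cm2 with the p adjusted over the list alone and 3 with the p adjusted over all genes tested. With the replicate block these counts were 5 and 4. At 80 dyne/cm2 the call of the flow markers was lost without replicate 1 or 3 at 80 dyne/cm2 or replicate 2 of set 2 (adjusted p = 0.064, 0.149 and 0.06), and that of the endothelial markers without replicate 2 at 80 dyne/cm2 (adjusted p = 0.0856). The 41 tested DNA replication genes had medians of -0.40 (adjusted p = 2.6e-05) and -0.30 (adjusted p = 8.4e-05), with 38 lower in each comparison, and the second call was lost without replicate 2 or 3 at 80 dyne/cm2 (adjusted p = 0.0817 and 0.0538). Mesenchymal markers had medians of 1.24 (adjusted p = 0.179) and -0.54 (adjusted p = 0.224), and both were called with the replicate block (1.33 and -0.76, adjusted p = 0.0256 and 0.0105). They were also called without replicate 2 at 2 dyne/cm2 (2.20, adjusted p = 0.0409) and without replicate 3 of set 2 (-2.01, adjusted p = 0.0371). Without replicate 1 at 2 dyne/cm2 the first median was 0.19 (adjusted p = 0.342), without replicate 1 of set 1 it was 1.93, and without replicate 1 at 80 dyne/cm2 the second was -1.34. The inflammatory list had medians of -0.37 (adjusted p = 0.508) and 0.26 (adjusted p = 0.506), and the 3 tested leukocyte markers of 0.15 (adjusted p = 0.619) and -0.01 (adjusted p = 0.759). With the replicate block the inflammatory list was called at 80 dyne/cm2 (0.23, adjusted p = 0.0256). Both lists changed direction with the other set at 30 dyne/cm2. The inflammatory median at 2 dyne/cm2 was 0.11 without replicate 3 and 0.04 without replicate 2 of set 1, and the leukocyte median was -0.24 without replicate 1 of set 1. At 80 dyne/cm2 the inflammatory median was -0.44 without replicate 2, -0.08 without replicate 1 of set 2 and 0.88 without replicate 2 of set 2 (adjusted p = 0.0153), and the leukocyte median was 0.36 without replicate 1, 0.05 without replicate 2 of set 2 and 0.17 without replicate 3 of set 2.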

Remarkably, GSEA performed in all up- and down-regulated genes showed that NES were inverted between 2 vs. 30 dyne/cm^2^ and 80 vs. 30 dyne/cm^2^ (Figure 3D). 

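The list of actin and actin-binding genes had 94 tested members. Its median log2 fold change at 2 dyne/cm2 was -0.06 (camera, adjusted p = 0.466), with 42 genes higher and 52 lower. At 80 dyne/cm2 the median was 0.10 (adjusted p = 0.00384), with 66 genes higher and 28 lower. This call was not made by fry (adjusted p = 0.175) or with an estimated correlation (adjusted p = 0.494). In the 3 donors the median lay between -0.15 and -0.05 at 2 dyne/cm2 and between 0.02 and 0.19 at 80 dyne/cm2. Among single genes, 7 were up-regulated and 6 down-regulated at 2 dyne/cm2, or 11 and 6 with a donor term (replicate block). Past both thresholds there were 16 genes with the p adjusted over the list alone and 13 with the p adjusted over all genes tested. At 80 dyne/cm2 none was called by either count, and 2 were down-regulated with the donor term. The 38 tested tubulin and kinesin genes had a median of -0.38 at 2 dyne/cm2 (camera, adjusted p = 0.00389) and 0.02 at 80 dyne/cm2 (adjusted p = 0.414). Against set 1 the latter was -0.08, and without replicate 1 or 3 of set 2 it was -0.04 or -0.01. PSTPIP1 (ENSSSCG00000001867, chromosome 7, 57100212 to 57145278), an adaptor protein that binds the actin cytoskeleton, had a log2 fold change of -2.30 at 2 dyne/cm2 (standard error 0.55, adjusted p = 0.0474, edgeR). It was 1.20 at 80 dyne/cm2 (standard error 0.61, adjusted p = 0.656), or 1.15 with the donor term (standard error 0.24, adjusted p = 0.0312). Its call at 2 dyne/cm2 was lost in each of the 6 fits that left out 1 library (adjusted p from 0.0544 to 0.147).

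**Figure D1:**
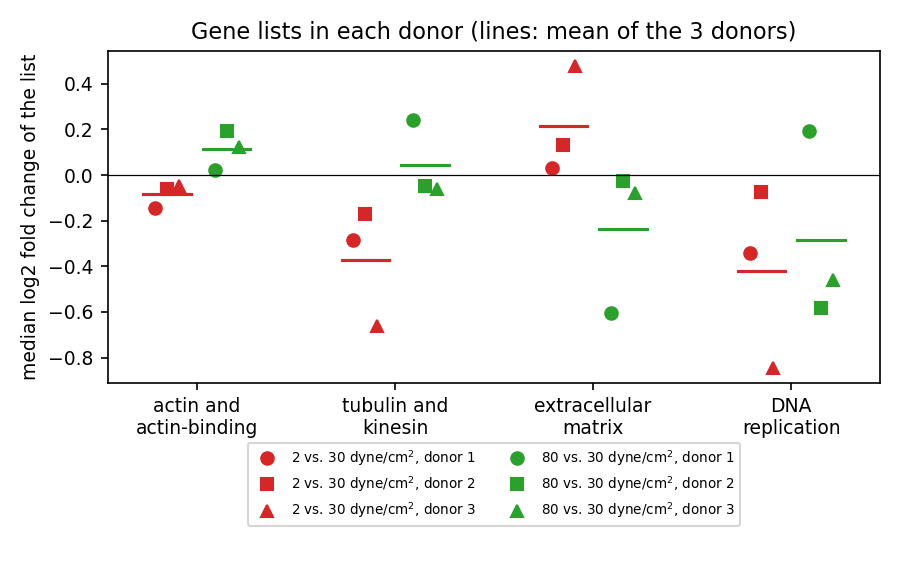
Median log2 fold change (vertical axis) of 4 gene lists at 2 vs. 30 and 80 vs. 30 dyne/cm2, with 1 point per donor and a line at the mean of the 3 donors. The actin list lies below 0 in all donors at 2 dyne/cm2 and above 0 in all donors at 80 dyne/cm2, and the DNA replication list lies below 0 in all but 1 point, 0.19 in donor 1 at 80 dyne/cm2.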

Whereas cytoskeletal proteins and more particularly actin or actin-binding proteins were among the classes the most up-regulated by supra-high WSS, these protein classes were down-regulated by low aneurysmal WSS. Conversely, various classes of extracellular matrix proteins were the most up-regulated by low WSS and these protein classes were down-regulated by pathological supra-high WSS.

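At 2 dyne/cm2 the 70 tested genes of the extracellular matrix list had a median log2 fold change of 0.21, with 36 higher and 34 lower (camera, adjusted p = 0.508, or 0.317 with a donor term). At 80 dyne/cm2 the median of 66 tested genes was -0.28, with 43 lower and 23 higher (adjusted p = 0.0804). With the replicate block it was -0.31 (adjusted p = 0.00512), and it was also called without replicate 2 of set 2 (-0.29), replicate 3 of set 2 (-0.34) or replicate 2 at 80 dyne/cm2 (-0.34). Over the fits that left out 1 library the medians ran from 0.07 to 0.43 at 2 dyne/cm2 and from -0.34 to -0.10 at 80 dyne/cm2. By donor the medians were 0.03, 0.13 and 0.48 at 2 dyne/cm2 and -0.60, -0.02 and -0.08 at 80 dyne/cm2. Of the genes of this list, 6 were up-regulated and 10 down-regulated at 2 dyne/cm2, or 18 and 11 with the donor term, and at 80 dyne/cm2 the donor term gave 3 and 12. At 2 dyne/cm2, 22 genes passed both thresholds with the p adjusted over the list alone and 16 with the p adjusted over all genes tested. At 80 dyne/cm2 these counts were 4 and 0. Of the genes of this class in Supplementary Table 3, COL3A1 (ENSSSCG00000016034, chromosome 15, 93556914 to 93595678) had 780 ± 398 CPM (SD, n = 3) at 2 dyne/cm2, 182 ± 38.5 and 243 ± 224 CPM in sets 1 and 2, and 51.9 ± 15.3 CPM at 80 dyne/cm2. Its log2 fold changes were 2.11 (standard error 0.44, adjusted p = 0.0337, edgeR) and -2.23 (standard error 0.66, adjusted p = 0.504), or 1.97 and -1.90 with the donor term (adjusted p = 0.00905 and 0.0203). The first call was lost in 5 of the 6 fits that left out 1 library (adjusted p from 0.0768 to 0.099). COL1A1, SPOCK1, SPARCL1 and FBLN1 had log2 fold changes of 1.33 to 3.90 at 2 dyne/cm2 and of -2.17 to -1.51 at 80 dyne/cm2, none of them past the thresholds. Without replicate 1 at 2 dyne/cm2 the value of COL1A1 was -0.66, and without replicate 1 of set 2 the value of SPOCK1 at 80 dyne/cm2 was 1.20. With the donor term SPOCK1, SPARCL1 and FBLN1 passed at 2 dyne/cm2, and SPARCL1 and FBLN1 at 80 dyne/cm2.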

To obtain further insight into biological functions of the differentially expressed genes, we performed a protein class functional annotation. Important differences were observed in protein classes known to determine cell shape and interactions, such as cell adhesion molecules, cell junction proteins, cytoskeletal proteins, extracellular matrix proteins, intercellular signal molecules, scaffold/adaptor proteins, structural proteins and transmembrane signal receptors (Figure 2A). 

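The genes that Supplementary Table 3 assigns to the classes of cell adhesion, cell junction, cytoskeletal, extracellular matrix, intercellular signal, scaffold/adaptor and structural proteins and of transmembrane signal receptors were looked up by symbol, and 203 of its entries were found. Since the study chose them on these samples, counts among them are not independent evidence. Both comparisons tested 177 of them. Without a donor term 96 were called at 2 dyne/cm2 and none at 80 dyne/cm2. Adding a donor term (replicate block), 152 were called at 2 dyne/cm2 and 40 at 80 dyne/cm2, and 31 in both. In the fits with the donor term, cytoskeletal proteins had 29 tested genes, of which 15 were higher and 14 lower at 2 dyne/cm2. Of 18 extracellular matrix genes, 12 were higher and 6 lower at 2 dyne/cm2.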

A total of 208 genes in these 8 protein classes were differentially expressed between physiological and aneurysmal WSS (Supplementary Table 3), of which 159 and 14 were modified after the exposure to 2 dyne/cm^2^ or 80 dyne/cm^2^, respectively. The expression levels of 35 genes were affected by both types of aneurysmal WSS. 

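Of the genes that Supplementary Table 3 lists for both comparisons, 33 could be tested here in both, and 32 of them changed in opposite directions. The exception was GPNMB (ENSSSCG00000032241), which fell in both comparisons, with log2 fold changes of -1.32 (standard error 0.10) and -1.22 (standard error 0.15) in the fits with a donor term. With the replicate block 27 of the 33 genes passed the thresholds in both comparisons, and none did without it.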

Interestingly, the expression of these genes was regulated in an opposite direction by the pathological shear stresses (Figure 2B, blue dots). A heatmap representation comparing the alteration of gene expression in response to either aneurysmal WSS revealed an inverted regulation of nearly all differentially expressed genes (Figure 2C). 

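Among the 177 genes of Supplementary Table 3 tested in both comparisons, 158 (89.3%) changed in opposite directions and 19 in the same direction. When each condition was compared with the other set at 30 dyne/cm2, 122 changed in opposite directions, and 119 when a donor term (replicate block) was added. Leaving out 1 library in turn gave 139 to 156 genes. By class, in the fits with the donor term, the opposite direction was found for 15 of 15 cell adhesion genes, 24 of 29 cytoskeletal genes and 37 of 42 transmembrane signal receptors.

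**Figure D2:**
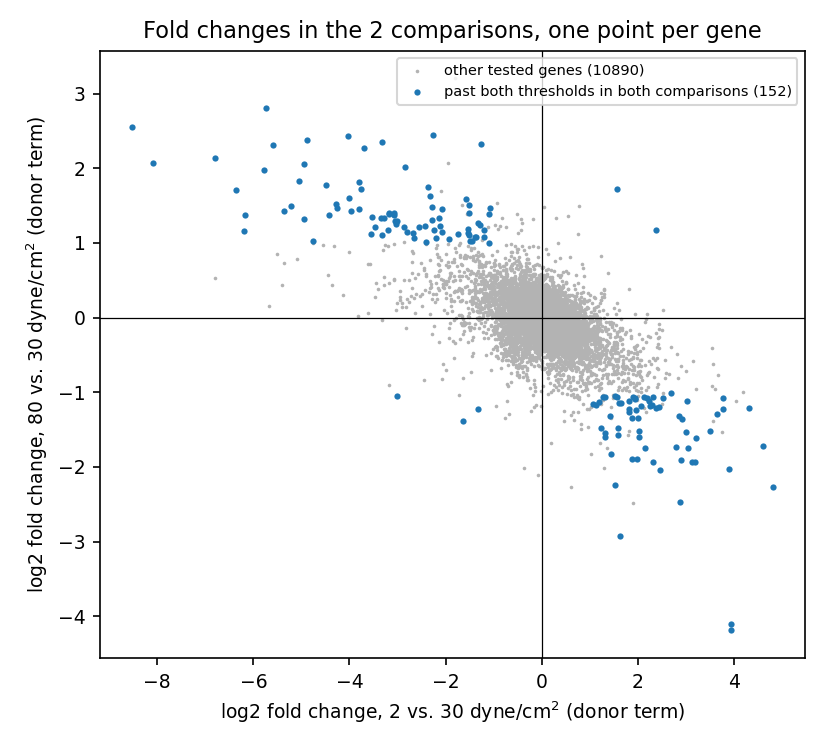
Log2 fold change at 2 vs. 30 dyne/cm2 (horizontal axis) and at 80 vs. 30 dyne/cm2 (vertical axis) from the fits with a donor term, with 1 point for each of the 11042 genes tested in both comparisons. Blue points are the 152 genes past both thresholds in both, and 147 of them lie in the upper left or lower right.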

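In each donor the log2 differences in CPM between the aneurysmal condition and its own control were computed for the 177 genes of Supplementary Table 3 tested in both comparisons. Opposite directions were found for 144 genes in donor 1, 155 in donor 2 and 159 in donor 3, and for 125 genes in all 3 donors. Among the genes listed for both comparisons it was 31 of 33 in all 3 donors.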

The opposite gene expression patterns were observed in each of the three independent experiments with primary arterial ECs of different donors (Supplementary Figure 1), further emphasizing a consistent, robust and precise adaptation to different pathological conditions. Altogether, our results show that low and supra-high aneurysmal WSS induce important and opposite regulation of gene expression in ECs involving, among others, cytoskeletal and extracellular matrix proteins.

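The difference between the responses to 2 and 80 dyne/cm2 was also tested directly, as the change at 2 dyne/cm2 minus the change at 80 dyne/cm2 over 11568 genes. It passed an adjusted p of 0.05 for 1746 genes (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). The change was more positive at 2 dyne/cm2 for 820 of them and more negative for 926. The count was 4294 with a donor term (replicate block). Leaving out 1 library in turn gave 1104 to 1792 genes, with the fewest without replicate 3 at 2 dyne/cm2. From the inverted enrichment scores, the inverted regulation in the heat maps and its presence in each donor, the paper concludes that low and supra-high shear stress regulate gene expression in ECs in opposite ways.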

### Low and Supra-High Wall Shear Stress Differentially Affect Endothelial Cell γ-Cytoplasmic Actin Organization

Members of the actin protein family play critical roles in many aspects of eukaryotic cell biology, including cell shape maintenance, cell motility and cell contraction (Blanchoin et al., 2014). In vertebrates, six actin isoforms have been identified, each encoded by a different gene: two are typical of striated muscle (α-skeletal and α-cardiac actin), two are mainly found in smooth muscle (α- and γ-smooth muscle actin), and two are ubiquitous (β- and γ-cytoplasmic actin) (Dugina et al., 2009; Chaponnier and Gabbiani, 2016; Belvitch et al., 2018). To monitor the cells’ architecture in response to low and supra-high aneurysmal WSS, immunostainings were performed for γ-cytoplasmic actin in arterial ECs exposed to 2, 30 or 80 dyne/cm^2^ (Figure 4). In ECs exposed to the physiological flow of 30 dyne/cm^2^, γ-cytoplasmic actin formed an organized filamentous network, which was aligned in the direction of the flow (Figure 4—middle). Some features of the filamentous γ-cytoplasmic actin network were still observed in ECs exposed to low aneurysmal WSS, however, an increased density of γ-cytoplasmic actin filaments was observed in the peri-nuclear region of the ECs (Figure 4—left). In ECs exposed to supra-high WSS, γ-cytoplasmic actin filaments were preferentially found along the cell borders and in peri-nuclear regions (Figure 4—right). Together, these results indicate that the differential regulation in EC gene expression observed under various WSS translate into a different organization of the ECs’ architecture.

**FIGURE 4:**
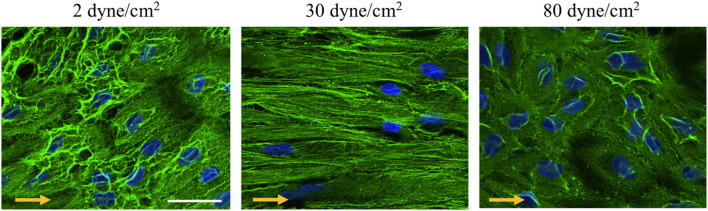
γ-cytoplasmic actin organization in endothelial cells exposed to different levels of shear stress. Representative examples of γ-cytoplasmic actin immunostainings (in green) performed on ECs exposed to 2 (left panel), 30 (middle panel) or 80 (right panel) dyne/cm^2^ for 48 h. Nuclei were stained with DAPI (in blue). Scale bar represents 20 μm. The direction of the flow is indicated by orange arrows.

## Discussion

Initiation of IAs resulting in the deformation and enlargement of the arterial lumen is favored by high WSS and a high WSS gradient (WSSG) (Meng et al., 2014). Once IAs are formed, the aneurysm wall can be exposed to low, normal or supra-high values of WSS depending on the location and the geometry of the IA. Growing IAs change their geometry and as a result experience changing biomechanical forces over their life-time. The consequences of different and varying WSS for the evolution of IA disease are still poorly defined. In the present study, we show *in vitro* that ECs exposed to low or supra-high aneurysmal WSS were more circular than ECs exposed to physiological flow, and that they lost their alignment in the direction of the flow. We established that the effects of low WSS on differential gene expression were stronger than those of supra-high WSS. Moreover, low and supra-high aneurysmal WSS showed opposite regulation of gene expression in ECs involving cytoskeletal and extracellular matrix proteins. Finally, the differential regulation in EC gene expression observed under various pathological WSS translated into a different organization of the ECs’ architecture.

Hemodynamic forces play a key role in vascular physiology and pathophysiology. The mechanisms of how flow disturbances lead to endothelial dysfunction have been extensively studied in the context of atherosclerosis (Cheng et al., 2006; Kwak et al., 2014; Jiang et al., 2015). Little is known for other arterial diseases such as IAs, although a combination of computational fluid dynamics and *en face* immunofluorescence on human IAs has recently demonstrated increased activation of the pro-inflammatory transcription factor Nuclear Factor Kappa B in regions of oscillatory shear stress (OSS), similar to earlier studies involving atherosclerosis (Baeriswyl et al., 2019). Atherosclerotic lesions typically develop at arterial branch points or bifurcations, regions of the vascular tree exposed to OSS. The ECs in those regions are known to have a polygonal shape and a non-systematic positioning. Actin filaments in ECs of disturbed flow regions in general are shorter, irregular oriented and tend to cluster to the cells border (Kim et al., 1989). Cytoskeletal displacement or deformation in ECs has been proposed to be involved in the gene regulation toward a pro-inflammatory phenotype induced by OSS (Vartanian et al., 2010; Macek Jilkova et al., 2014; Speight et al., 2016). Similar to the architectural changes in arterial ECs exposed to OSS, we observed in our study a rearrangement of γ-cytoplasmic actin in ECs exposed to low or supra-high aneurysmal shear stress. The ECs rearranged from a highly organized filamentous network oriented in the direction of physiological blood flow to a disordered network clustered around their nuclei or alongside the cell edges with subtle but consistent differences between the two types of aneurysmal flow. Integrity of cell architecture is influenced by cytoskeletal proteins in which actin family play an important role (Pasquier et al., 2015; Dugina et al., 2019). Reorganization of cytoplasmic actins alters cell morphology. In fibroblasts and epithelial cells (Dugina et al., 2009), and more recently in endothelial cells (Pasquier et al., 2015), reduced expression of β- or γ-cytoplasmic actin have been shown to influence not only cell morphology, but also affect cell polarity, mobility or adhesion. In addition, the actin cytoskeleton has been proposed to provide a scaffold to stabilize the glycocalyx (Li and Wang, 2018). In our study, the differences in cytoskeletal rearrangement may stand at the basis for the differences in gene expression observed under low or supra-high aneurysmal shear stress.

Chronically elevated flow conditions, as observed in severely stenotic regions associated with atherosclerotic disease, are a well-known trigger for arterial remodeling (Gijsen et al., 2013; Munarriz et al., 2016). In an earlier study, DNA microarrays were used to profile EC gene expression in response to very high WSS (10 Pa; 100 dyne/cm^2^; 24 h) (Dolan et al., 2012). Compared to regular WSS (2 Pa; 20 dyne/cm^2^) or no-flow, very high WSS modulated gene expression in ways that promoted an anti-coagulant, anti-inflammatory, proliferative, and promatrix remodeling phenotypes, comprising genes essential for an adaptive expansive remodeling like *plasminogen activator, urokinase, tissue plasminogen activator, metalloproteinase ADAMTS1/6*, and *tissue inhibitor of metalloproteinase 3 (TIMP3)* (Dolan et al., 2012). In our study, *urokinase-type plasminogen activator*, *urokinase plasminogen activator surface receptor* and *ADAMTS* genes were down- and up-regulated under low and supra-high aneurysmal WSS, respectively. 

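PLAU, the gene of urokinase-type plasminogen activator (ENSSSCG00000010312, chromosome 14, 76629313 to 76635173), had 69.8 ± 44.1 CPM (SD, n = 3) at 2 dyne/cm2 and 613 ± 339 CPM in its controls. Its log2 fold change was -3.12 (standard error 0.71, adjusted p = 0.0431, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), or -3.19 with a donor term (standard error 0.12, adjusted p = 0.00187). It had 677 ± 449 CPM against 281 ± 145 CPM at 80 dyne/cm2. The log2 fold change of 1.27 (standard error 0.62) had an adjusted p of 0.643, and with the replicate block it was 1.18 (standard error 0.12, adjusted p = 0.00394). Without the donor term, the call at 2 dyne/cm2 was lost in each of the 6 fits that left out 1 library (adjusted p from 0.0531 to 0.124). The receptor gene PLAUR (ENSSSCG00000032434, chromosome 6, 50489773 to 50505453) fell from 157 ± 22.9 to 23.7 ± 11.2 CPM at 2 dyne/cm2 (log2 fold change -2.71, standard error 0.40, adjusted p = 0.0157). It was 172 ± 82.9 against 73.4 ± 19.4 CPM at 80 dyne/cm2 (1.23, standard error 0.38, adjusted p = 0.517, or 0.00439 with the donor term). Without replicate 1 at 2 dyne/cm2 its adjusted p in that comparison was 0.0565. Of 19 ADAMTS genes in the file, 8 were tested in each comparison. At 2 dyne/cm2, 6 fell and 2 rose (ADAMTS10 and ADAMTS17), and at 80 dyne/cm2, 7 rose and 1 fell (ADAMTS17). Past the thresholds at 2 dyne/cm2 were ADAMTS1 (ENSSSCG00000012026, chromosome 13, 190277175 to 190285957) and ADAMTS4 (ENSSSCG00000006359, chromosome 4, 89260354 to 89269238), with log2 fold changes of -5.78 (standard error 0.39, adjusted p = 0.00545) and -3.04 (standard error 0.50, adjusted p = 0.0195). The call of ADAMTS4 was lost without replicate 1 at 2 dyne/cm2 (adjusted p = 0.0717) or without replicate 3 of set 1 (adjusted p = 0.0517). ADAMTS6 had -1.85 (adjusted p = 0.0529, or 0.035 without replicate 3 at 2 dyne/cm2), and was called with the donor term (adjusted p = 0.0253). No ADAMTS gene passed at 80 dyne/cm2 without the donor term, and 3 passed with it. ADAMTS1 had 2.81 (adjusted p = 0.00618), ADAMTS4 had 1.40 (adjusted p = 0.00646) and ADAMTS5 had 1.32 (adjusted p = 0.0373). Against set 1 with the donor term ADAMTS4 was at -0.17, and ADAMTS5 without it at -0.10. The CPM of donor 1 at 80 dyne/cm2 was below that in set 1 for PLAU (598.7 against 679.5). The same held for PLAUR (113 against 131.1) and ADAMTS1 (56.79 against 166.4). In donor 3 PLAUR was below set 1 as well (136 against 175.6), and the remaining donors were above it for these genes. With the donor term neither PLAU nor PLAUR was called against set 1. ADAMTS5 at 2 dyne/cm2 was -0.48, but 1.12 against set 2 and 0.40 without replicate 1 of set 1. ADAMTS10 was -0.08 at 2 dyne/cm2 without replicate 3 and -0.02 at 80 dyne/cm2 without replicate 3. ADAMTS15 was below 1 CPM in more than 3 of the 6 libraries of each comparison and was not tested. Without the filter its log2 fold change at 80 dyne/cm2 was -2.27 (adjusted p = 0.812, or 3.0e-04 with the donor term).

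**Figure D3:**
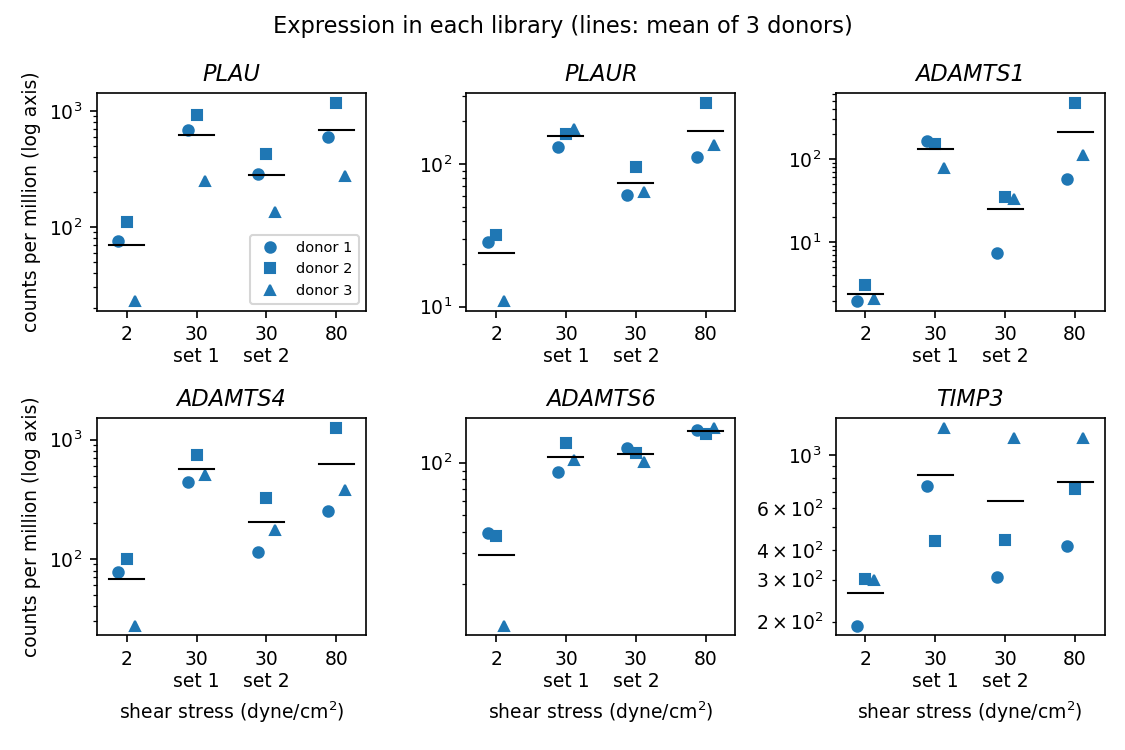
CPM (vertical log axis) of PLAU, PLAUR, ADAMTS1, ADAMTS4, ADAMTS6 and TIMP3 in each of the 12 libraries, by shear stress in dyne/cm2, with 1 marker shape per donor and a line at the mean of the 3 donors. ADAMTS1 averages 2.39 CPM at 2 dyne/cm2 and 133 CPM in set 1.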

The expression of *TIMP3* was down-regulated under low aneurysmal WSS. These findings illustrate a tendency for more expansive remodeling in IAs exposed to supra-high aneurysmal WSS. 

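TIMP3 (ENSSSCG00000031866, chromosome 5, 12185816 to 12242599) had 264 ± 62.2 CPM (SD, n = 3) at 2 dyne/cm2 and 824 ± 438 CPM in its controls, and it was lower in all 3 donors. Its log2 fold change of -1.62 (standard error 0.42) had an adjusted p of 0.0576 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). With a donor term (replicate block) it was -1.52 (standard error 0.34, adjusted p = 0.033). Without replicate 2 of set 1 it was -1.93 (adjusted p = 0.0337). The log2 fold change at 80 dyne/cm2 was 0.25 (standard error 0.60, adjusted p = 0.938), with 2 donors higher and 1 lower, and it was -0.10 against set 1, -0.09 without replicate 1 of set 2 and -0.18 without replicate 3 at 80 dyne/cm2.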

In another study, Dolan et al. (2011) exposed ECs to IA initiating conditions using a flow chamber with constant-height channels to create regions of uniform (elevated) WSS and converging and diverging channels to create positive and negative WSSG, respectively. Similar to our study, highly elevated WSS (28.4 Pa; 284 dyne/cm^2^) inhibited EC alignment to flow (Dolan et al., 2011). In addition, increased EC proliferation and apoptosis was observed under elevated WSS, which was accentuated by a positive WSSG (+ 980 Pa/m) and suppressed by negative WSSG (–1120 Pa/m). The authors concluded that EC responses to positive WSSG may contribute to pathogenic remodeling that occurs at bifurcations preceding IA formation.

Although genetic predisposition has an important role in IA disease, little is known about the genetic architecture of IAs. Among the initial candidate genes discovered in gene expression and genome-wide linkage analyses are type III collagen (*COL3A1*), endoglin (*ENG*), fibrillin (*FBN1*), α1-antitrypsin (*SERPINA1*) and polycystin (*PKD1*, *PKD2*) (Nahed et al., 2007; Zhou et al., 2018), supporting observations of increased risk for IA formation in individuals with connective tissue disorders or PKD. A recent cross-ethnic genome-wide association study performed on 10,754 IA cases and 306,882 controls of European and East Asian ancestry has discovered a total of 17 risk loci of which 11 were new (Bakker et al., 2020). Many of these genes have known or putative roles in blood vessel physiology and blood pressure regulation, and an important role of ECs in IA development and rupture was proposed (Bakker et al., 2020). For some of these genes we found changes in the expression profiles. 

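The 3 genes reported at risk loci of intracranial aneurysm were looked up. At 2 vs. 30 dyne/cm2, PLCE1 (ENSSSCG00000010483, chromosome 14, 105422628 to 105764736) had 17.9 ± 17.0 against 6.51 ± 1.68 CPM (SD, n = 3). Its log2 fold change was 1.48 (standard error 0.68, adjusted p = 0.199, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.09 with a donor term (standard error 0.41, adjusted p = 0.11). It was higher in all 3 donors, and without replicate 3 at 2 dyne/cm2 it was 0.34 (adjusted p = 0.588). HYKK (ENSSSCG00000001755, chromosome 7, 47451822 to 47474778) had 36 to 114 counts per library. It rose from 1.22 ± 0.219 to 2.99 ± 0.739 CPM, a log2 fold change of 1.30 (standard error 0.28, adjusted p = 0.0382), or 1.29 with the replicate block (adjusted p = 0.0325). The call was lost in each of the 6 fits that left out 1 library (adjusted p from 0.0504 to 0.115), without the filter on low counts (adjusted p = 0.0596), and against set 2 (0.74, adjusted p = 0.158). STARD13 (ENSSSCG00000009348, chromosome 11, 9518135 to 9738370) fell from 36.8 ± 9.77 to 16.4 ± 5.58 CPM, with a log2 fold change of -1.15 (standard error 0.29, adjusted p = 0.0566). With the donor term it was -1.17 (adjusted p = 0.0419), and without replicate 2 at 2 dyne/cm2 it was -1.45 (adjusted p = 0.0463). None of the 3 genes passed at 80 dyne/cm2, with log2 fold changes of 0.37 for PLCE1, -0.40 for HYKK and 0.07 for STARD13. Without replicate 3 at 80 dyne/cm2 or replicate 2 of set 2, PLCE1 was at -0.07 or -0.01, and against set 1 HYKK and STARD13 were at 0.16 and -0.05.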

Locus 10q23.33 (rs11187838) and 15q25.1 (rs8034191) described in Bakker et al. (2020) and coding for the genes *PLCE1* (phospholipase C epsilon 1) and *HYKK* (hydroxylysine kinase) were up-regulated in ECs exposed to low vs. physiological WSS, whereas *STARD13* (StAR-related lipid transfer domain protein 13, locus 13q13.1, rs3742321) was down-regulated. STARD13 is a Rho GTPase-activating protein involved in regulation of cytoskeletal reorganization, cell proliferation, and cell motility. This is in line with our findings and supports the importance of these processes in the remodeling of IAs.

We have chosen to use primary porcine arterial ECs for this study, as this species is known to be very similar to humans with respect to cardiovascular anatomy, physiology, metabolism and disease (Crisostomo et al., 2016; Tsang et al., 2016). Moreover, porcine coronary EC isolation does not require the use of laboratory animals (3Rs principles). Even though in human the diameter of arteries in the circle of Willis resembles the one of coronary arteries (Dodge et al., 1992; Rai et al., 2013), the use of primary ECs isolated from porcine coronary arteries remains a limitation of our study as their properties may not completely recapitulate the ones of ECs in cerebral arteries. Moreover, both types of ECs are *in situ* exposed to different flow patterns and pressures. In this respect, it should also be noted that in our *in vitro* flow system ECs are exposed to a defined constant flow rather than to pulsatile flow as they experience *in vivo*. Finally, the porcine arterial ECs were cultured on 1% gelatin, a commonly used substrate for ECs in culture. A change in substrate may affect the basic properties of ECs and possibly induce subtle changes in their response to shear stress (Dessalles et al., 2021). Although we expect that the strong and opposite regulation in gene expression of cytoskeletal and extracellular matrix proteins observed in ECs exposed to low and supra-high aneurysmal WSS would be largely maintained on different substrates, this remains to be proven.

In addition of being exposed to shear stress caused by blood flow, ECs are subjected to cyclic strain caused by intravascular pressure, the level of which varies along the vascular tree. Under physiological conditions, the (elastic) human aorta undergoes about 10% increase in diameter, whereas (muscular) peripheral arteries undergo only 5% cyclic circumferential stretch (CCS) (Anwar et al., 2012). Physiological CCS is known to participate in vascular maintenance by regulating processes such as cell proliferation, morphology and extracellular matrix formation (Wang et al., 2003; Yoshigi et al., 2003; Li and Sumpio, 2005; Nishimura et al., 2006). The precise level of cyclic stretch in saccular IAs is unknown, but it is in general considered to be very low due to a combination of altered pulse waves and the low compliance of the IA wall. As the IA enlarges and its vessel wall becomes stiffer, ECs will thus gradually loose the cyclic stimulation required for their normal functioning. To this date, most studies on the response of ECs to CCS have focused on ECs exposed to high level of cyclic stretch as observed in hypertensive patients (Munarriz et al., 2016; Ando and Yamamoto, 2021) or at the prospective site of IA formation (Koseki et al., 2020) and very little is known onto the effects of reduced CCS on EC physiology. Such studies, and mostly studies in which various hemodynamic stresses are combined, remain one of the main challenges in the field of EC mechanobiology (Dessalles et al., 2021) but are expected to contribute greatly to our understanding of the pathogenesis of IAs and the prediction of IA rupture.

## Data Availability Statement

The code and dataset analyzed for the cell shape and orientation analysis are available on Github.com/hirshlab/aneurysmalWSSon EC, version 1.0 (https://github.com/hirsch-lab/aneurysmalWSSo nEC). RNA sequencing data have been submitted to the GEO database under accession number GSE173928 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173928).

## Author Contributions

SM: acquisition of data, analysis of data, interpretation of analysis, and drafting of manuscript. SS: acquisition of data, analysis of data, interpretation of analysis, and revision of manuscript. MRD: acquisition of data and revision of manuscript. MD and SL: analysis of data and revision of manuscript. M-LB-P: materials provider and revision of manuscript. SH and BK: design and conceptualization of the study, interpretation of analysis, drafting of manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Effects of Low and High Aneurysmal Wall Shear Stress on Endothelial Cell Behavior: Differences and Similarities
**Source:** Front Physiol. 2021 Oct 14;12:727338. doi: 10.3389/fphys.2021.727338
**Supplement:** Supplementary Table 1 — Differentially expressed genes in ECs exposed to 2 dyne/cm2 vs. ECs exposed to 30 dyne/cm2.

Supplemental table 1: Differentially expressed genes in ECs exposed to 2 dyne/cm<sup>2</sup> vs. ECs exposed to 30 dyne/cm<sup>2</sup>

Supplemental table 2: Differentially expressed genes in ECs exposed to 80 dyne/cm<sup>2</sup> vs. ECs exposed to 30 dyne/cm<sup>2</sup>

Supplemental table 3: Genes with an up- or down- regulated expression in the 8 following protein classes: Cell adhesion molecules, Cell junction proteins, Cytoskeletal proteins, Extracellular matrix proteins, Intercellular signal molecules, Scaffold/adaptor proteins, Structural proteins and Transmembrane signal receptors

How the deposited data were processed for this re-analysis (not part of the article)

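RNA of 12 cultures of primary arterial ECs was sequenced, from 3 pigs at 2, 30 and 80 dyne/cm2 for 48 h, with 2 cultures per pig at 30 dyne/cm2. The deposited table holds raw reads per gene for 21153 genes, not normalized. The authors had mapped the reads to Sscrofa11.1 with STAR, discarded reads that mapped to more than one location and counted reads over merged exons with featureCounts. Of these genes, 3718 had 0 counts in all libraries and 14658 (69.3%) could be given a symbol. Total counts lay between 29606854 and 41058902 per library, and a group at or under 3 counts in every library was treated as being at the floor, where a fold is given as a bound.

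Gene positions are those of the RefSeq annotation of the same assembly. The paper filters at 1 RPKM, and its text does not say in how many libraries. The files give no gene lengths, so the filter was at least 1 CPM in at least 3 of the 6 libraries compared. Each condition was compared with the set at 30 dyne/cm2 whose log2 fold changes lay closer to those printed in the paper's supplementary tables. The median absolute difference was 0.049 with set 1 and 0.337 with set 2 at 2 dyne/cm2, and 0.553 and 0.071 at 80 dyne/cm2. The same difference with a donor term was 0.008 and 0.338 at 2 dyne/cm2 and 0.53 and 0.008 at 80 dyne/cm2, so the printed fold changes lie closest to fits with a donor term. The design was fixed before these values were computed. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test) without a donor term, since the paper's text names none, and p was adjusted by the Benjamini-Hochberg method. The thresholds were the paper's, a change of at least 2-fold and an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM are given as the mean and SD of 3 donors. The difference between the responses was tested over 12 libraries in 1 model.

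Gene lists were written from general knowledge and tested with camera in limma 3.58.1 on voom values with an inter-gene correlation of 0.01. Of 10 lists written, 9 were tested in both comparisons, which makes 18 tests; the list of 6 actin isoforms served only to name genes. List medians are of log2 fold changes from voom. Medians of the edgeR fits differ for some lists, and for the flow markers at 2 dyne/cm2 that median is -1.95. No list held a gene at the floor. The PANTHER gene sets and the images of the study were not used here.

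The tests, thresholds, filter, gene lists and rule for naming genes were set before the data were examined. The rule takes the genes the paper names as changed in its cells, the cytoskeletal and extracellular matrix genes that Supplementary Table 3 gives for both comparisons, the flow markers and actin isoforms, and in each comparison and direction the 5 genes with a symbol and the largest log2 fold change past the thresholds, with at least 50 counts on average and the same direction in 3 donors. No gene passed at 80 dyne/cm2 in the quasi-likelihood test without a donor term. The genes of that comparison were therefore taken from the fit with a donor term, which was decided after seeing the data. One gene that the rule takes is not reported here.

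Alternatives set at that time were relative log expression normalization, DESeq2 1.42.0, edgeR's exact test, no filter, at least 10 counts in every library, filterByExpr, a donor term (replicate block), dispersion from all 12 libraries, the other set or both sets at 30 dyne/cm2 as control, the adjusted p alone, a test against a 1.5-fold change, fry or an estimated correlation for gene lists, and each library left out in turn. The likelihood ratio test of edgeR and combinations with the donor term were chosen after seeing the data.

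The procedure was tested on simulated data. Of 195 genes given a change, 150 (76.9%) were found without a donor term with 0 false calls, and 190 (97.4%) with a donor term among 196 calls, of which 6 were false. With no change simulated, 0 genes were called without the donor term and 2 with it. For the difference between responses, with a donor term, 184 of 197 changed genes were found, with 14 false calls among 198. Of 2 gene lists called by camera in a simulation with 1 shifted list, 1 was that list and 1 was a false call.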

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

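The simulation with no effect of shear stress and the test in the most highly expressed genes were chosen only after the results were seen.

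A direct test of the difference between the responses to 2 and 80 dyne/cm2 was passed by 1746 genes, so the 2 aneurysmal conditions had different effects against their own controls. When the 12 libraries were relabelled, 1 of 100 relabellings, the real one, gave as many genes, and the largest of the others gave 1116 (median 0). In fits with a replicate block the real labels gave 4294 genes, and the largest of 29 other relabellings within donors gave 0. The tables therefore argue against a random grouping of the libraries. The fold changes of the 2 comparisons were inversely related. In counts simulated with the donors' levels and no effect of shear stress r did not go below -0.037, and among the most highly expressed genes r was -0.598, which argues against counting noise and donor differences, and against the noise of weakly expressed genes, as the whole cause. The simulated counts held no difference between the sets at 30 dyne/cm2. In the real counts, set 1 differed from set 2 toward 80 dyne/cm2 (Pearson's r 0.358 across genes). That difference enters both comparisons and the direct test, and may add to the inverse relation. With the other set as each control r was -0.374. An opposite response to low and supra-high shear stress may remain as a hypothesis. By the deposited description, the cultures at 80 dyne/cm2 and their controls had another slide type and seeding density than those at 2 dyne/cm2. Each condition was compared with its own control, but whether slide and density change the response itself was not tested.

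FN1 took 7.92% of all counts at 2 dyne/cm2 (SD 2.96, n = 3), against 3.18% and 4.57% in sets 1 and 2 at 30 dyne/cm2 and 1.08% at 80 dyne/cm2, a share the paper does not report. THBS1 took 3.26%, 1.13%, 1.33% and 0.82%. The exact permutation test of FN1 in each comparison gave p = 0.1, the smallest p that 3 libraries against 3 allow (2-sided). Library size was not related to the FN1 share over the 12 libraries (Spearman's rho -0.168, permutation p = 0.603; Pearson's r -0.072, permutation p = 0.826, adjusted p = 0.826 for this 1 relation). Without the 2 libraries farthest from the median size r was -0.275. A difference in depth is therefore unlikely to be its cause. The log2 fold change of FN1 was 1.36 at 2 dyne/cm2 (standard error 0.36, adjusted p = 0.0632) and -2.04 at 80 dyne/cm2 (standard error 0.28, adjusted p = 0.369), in the same direction in 3 donors each. With a donor term (replicate block) FN1 passed both thresholds at 80 dyne/cm2 (-2.01, adjusted p = 0.00806) and not at 2 dyne/cm2 (1.28, adjusted p = 0.0861). Over all alternatives its adjusted p lay between 3.4e-04 and 0.346 at 2 dyne/cm2 and between 3.9e-18 and 0.967 at 80 dyne/cm2. The paper's Supplementary Table 3 already lists FN1 among the genes changed in both comparisons. By the tests here, a response of FN1 to shear stress stays open as a hypothesis.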

How the results depend on the processing

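Which of the alternatives below were run together with a donor term was decided only after the results were seen. All alternatives set beforehand were run for the gene counts of the 2 comparisons. Only some of them were run for the gene lists, the difference between the responses and the genes of Supplementary Table 3. A few weakly expressed genes gave no value where the filter removed them. Values given for lists and genes are log2 fold changes. Under fry or an estimated correlation without a donor term the medians did not change, and each list named lost its call. At 2 dyne/cm2 the adjusted p of the tubulin and kinesin list was 0.136 with fry and 0.494 with the estimated correlation. For the DNA replication list it was 0.175 and 0.587. The endothelial list at 2 dyne/cm2 lost its call with the other 30 dyne/cm2 set (adjusted p = 0.0549). The cause of the changes was not tested.

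With DESeq2 there were 953 genes at 2 dyne/cm2, 66 genes at 80 dyne/cm2, 8 between the sets at 30 dyne/cm2, 52 in both comparisons. A donor term (replicate block) gave 1078 genes at 2 dyne/cm2, 246 genes at 80 dyne/cm2, 1 between the sets at 30 dyne/cm2, 152 in both comparisons, 4294 with a different response, mesenchymal at 2 dyne/cm2 1.33, 7 lists called at 80 dyne/cm2, extracellular matrix at 80 dyne/cm2 -0.31, mesenchymal at 80 dyne/cm2 -0.76, leukocyte at 80 dyne/cm2 0.14, inflammatory at 80 dyne/cm2 0.23. The other 30 dyne/cm2 set as control gave 411 genes at 2 dyne/cm2, r -0.374, endothelial at 2 dyne/cm2 -0.54, leukocyte at 2 dyne/cm2 -0.27, inflammatory at 2 dyne/cm2 0.29, extracellular matrix at 80 dyne/cm2 -0.21, tubulin and kinesin at 80 dyne/cm2 -0.08, flow at 80 dyne/cm2 0.39, endothelial at 80 dyne/cm2 0.10, mesenchymal at 80 dyne/cm2 -1.25, leukocyte at 80 dyne/cm2 0.068, inflammatory at 80 dyne/cm2 -0.53, 122 genes of Supplementary Table 3 in opposite directions, ADAMTS5 at 2 dyne/cm2 1.12, SEMA7A at 2 dyne/cm2 0.15, FGL2 at 2 dyne/cm2 -0.92, PRR15 at 2 dyne/cm2 -0.45, TIMP3 at 80 dyne/cm2 -0.10, HYKK at 80 dyne/cm2 0.16, STARD13 at 80 dyne/cm2 -0.05, ADAMTS5 at 80 dyne/cm2 -0.10. The adjusted p alone gave 1244 genes at 2 dyne/cm2. A test against a 1.5-fold change gave 232 genes at 2 dyne/cm2. The exact test gave 47 genes at 80 dyne/cm2, 1 between the sets at 30 dyne/cm2, 39 in both comparisons. Dispersion from all 12 libraries gave 1 genes at 80 dyne/cm2. Both 30 dyne/cm2 sets as control gave 2 genes at 80 dyne/cm2, r -0.463, ADAMTS5 at 2 dyne/cm2 0.11, FGL2 at 2 dyne/cm2 -0.18. Without a filter there was r -0.27. At least 10 counts in every library gave r -0.578, leukocyte at 80 dyne/cm2 0.068. The filter filterByExpr gave r -0.575. The test fry gave 2 lists called at 2 dyne/cm2, tubulin and kinesin at 2 dyne/cm2 -0.38, DNA replication at 2 dyne/cm2 -0.40, 0 lists called at 80 dyne/cm2, actin at 80 dyne/cm2 0.096, DNA replication at 80 dyne/cm2 -0.30, flow at 80 dyne/cm2 0.44, endothelial at 80 dyne/cm2 0.23. An estimated correlation in camera gave 0 lists called at 2 dyne/cm2, tubulin and kinesin at 2 dyne/cm2 -0.38, DNA replication at 2 dyne/cm2 -0.40, flow at 2 dyne/cm2 -2.53, endothelial at 2 dyne/cm2 -0.56, 0 lists called at 80 dyne/cm2, actin at 80 dyne/cm2 0.096, DNA replication at 80 dyne/cm2 -0.30, flow at 80 dyne/cm2 0.44, endothelial at 80 dyne/cm2 0.23.

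The following were chosen after seeing the data. Relative log expression with the replicate block gave 1075 genes at 2 dyne/cm2, 242 genes at 80 dyne/cm2, 1 between the sets at 30 dyne/cm2, 149 in both comparisons, 4271 with a different response. DESeq2 with the replicate block gave 1152 genes at 2 dyne/cm2, 236 genes at 80 dyne/cm2, 66 between the sets at 30 dyne/cm2, 161 in both comparisons. Likelihood ratio test with the replicate block gave 1195 genes at 2 dyne/cm2, 269 genes at 80 dyne/cm2, 90 between the sets at 30 dyne/cm2, 185 in both comparisons. No filter with the replicate block gave 1274 genes at 2 dyne/cm2, 340 genes at 80 dyne/cm2, 46 between the sets at 30 dyne/cm2, 215 in both comparisons, r -0.271. At least 10 counts in every library with the replicate block gave 1013 genes at 2 dyne/cm2, 231 genes at 80 dyne/cm2, 1 between the sets at 30 dyne/cm2, 133 in both comparisons, r -0.576, 4038 with a different response, mesenchymal at 2 dyne/cm2 1.33, 7 lists called at 80 dyne/cm2, extracellular matrix at 80 dyne/cm2 -0.24, mesenchymal at 80 dyne/cm2 -1.09, leukocyte at 80 dyne/cm2 0.14, inflammatory at 80 dyne/cm2 0.23. All 12 libraries with the replicate block gave 1191 genes at 2 dyne/cm2, 125 genes at 80 dyne/cm2, 91 in both comparisons. Adjusted p alone with the replicate block gave 2895 genes at 2 dyne/cm2, 940 genes at 80 dyne/cm2, 2 between the sets at 30 dyne/cm2, 568 in both comparisons. Donor 2 left out with the replicate block gave 1001 genes at 2 dyne/cm2, 132 genes at 80 dyne/cm2, 62 between the sets at 30 dyne/cm2, 64 in both comparisons, r -0.583. The likelihood ratio test gave 49 genes at 80 dyne/cm2, 4 between the sets at 30 dyne/cm2, 40 in both comparisons. Other 30 dyne/cm2 set with the replicate block gave 24 genes at 80 dyne/cm2, 19 in both comparisons, r -0.377, mesenchymal at 2 dyne/cm2 1.30, leukocyte at 2 dyne/cm2 -0.24, inflammatory at 2 dyne/cm2 0.37, extracellular matrix at 80 dyne/cm2 -0.21, tubulin and kinesin at 80 dyne/cm2 -0.072, flow at 80 dyne/cm2 0.39, endothelial at 80 dyne/cm2 0.11, mesenchymal at 80 dyne/cm2 -1.25, leukocyte at 80 dyne/cm2 0.082, inflammatory at 80 dyne/cm2 -0.47, 119 genes of Supplementary Table 3 in opposite directions, ADAMTS5 at 2 dyne/cm2 1.17, SEMA7A at 2 dyne/cm2 0.14, PRR15 at 2 dyne/cm2 -0.64, TIMP3 at 80 dyne/cm2 -0.09, HYKK at 80 dyne/cm2 0.15, STARD13 at 80 dyne/cm2 -0.03, ADAMTS4 at 80 dyne/cm2 -0.17. A 1.5-fold test with the replicate block gave 83 genes at 80 dyne/cm2, 43 in both comparisons. Donor 1 left out with the replicate block gave 286 genes at 80 dyne/cm2, 133 in both comparisons, r -0.497, ADAMTS5 at 2 dyne/cm2 0.39. Donor 3 left out with the replicate block gave 136 genes at 80 dyne/cm2, 4 between the sets at 30 dyne/cm2, 86 in both comparisons, r -0.528, PLCE1 at 80 dyne/cm2 -0.03. Fry and the replicate block gave 0 lists called at 2 dyne/cm2, tubulin and kinesin at 2 dyne/cm2 -0.37, DNA replication at 2 dyne/cm2 -0.41, flow at 2 dyne/cm2 -2.30, endothelial at 2 dyne/cm2 -0.56, 0 lists called at 80 dyne/cm2, actin at 80 dyne/cm2 0.097, DNA replication at 80 dyne/cm2 -0.27, flow at 80 dyne/cm2 0.45, endothelial at 80 dyne/cm2 0.23, leukocyte at 80 dyne/cm2 0.14.

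Across the fits that each left out one replicate the values were, for genes at 2 dyne/cm2 from 209 to 605, for r from -0.595 to -0.489, for genes with a different response from 1104 to 1792, for mesenchymal at 2 dyne/cm2 from 0.19 to 2.20, for leukocyte at 2 dyne/cm2 from -0.24 to 0.35, for inflammatory at 2 dyne/cm2 from -1.01 to 0.11, for lists called at 80 dyne/cm2 from 2 to 6, for extracellular matrix at 80 dyne/cm2 from -0.34 to -0.097, for tubulin and kinesin at 80 dyne/cm2 from -0.04 to 0.07, for DNA replication at 80 dyne/cm2 from -0.60 to -0.12, for flow at 80 dyne/cm2 from 0.17 to 0.59, for endothelial at 80 dyne/cm2 from 0.15 to 0.32, for mesenchymal at 80 dyne/cm2 from -2.01 to -0.45, for leukocyte at 80 dyne/cm2 from -0.40 to 0.36, for inflammatory at 80 dyne/cm2 from -0.44 to 0.88, for genes of Supplementary Table 3 in opposite directions from 139 to 156, for ADAMTS10 at 2 dyne/cm2 from -0.08 to 0.91, for ADAMTS5 at 2 dyne/cm2 from -0.94 to 0.40, for COL1A1 at 2 dyne/cm2 from -0.66 to 3.52, for PRR15 at 2 dyne/cm2 from -0.18 to 1.62, for TIMP3 at 80 dyne/cm2 from -0.18 to 1.03, for PLCE1 at 80 dyne/cm2 from -0.07 to 0.82, for ADAMTS10 at 80 dyne/cm2 from -0.02 to 0.71, for SPOCK1 at 80 dyne/cm2 from -3.39 to 1.20, for CYP1B1 at 80 dyne/cm2 from -1.82 to 0.48. No gene passed at 80 dyne/cm2, between the sets at 30 dyne/cm2 or in both comparisons in any of these fits.

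For single genes, 89 changes under 10 alternatives gave 871 values, of which 781 kept direction and side of the threshold, 11 were no longer past it, 69 were newly past it and 10 reversed. The alternatives chosen after seeing the data gave 916 values, of which 600 kept direction and side of the threshold, 8 were no longer past it, 299 were newly past it and 9 reversed. Leaving out 1 library gave 495 values, of which 418 kept direction and side of the threshold, 61 were no longer past it, 5 were newly past it and 11 reversed.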

Differences from the paper's values

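The likelihood ratio test and every combination with a replicate block were chosen only after the results were seen.

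The paper's counts of up- and down-regulated genes at 2 vs. 30 dyne/cm2 are 604 and 543, and the counts here were 298 and 337. Of the alternatives set before the data were examined, a donor term (replicate block, 568 and 510), DESeq2 (479 and 474), the exact test (430 and 458) and the adjusted p alone (572 and 672) came within 1.5 times of both. For down-regulated genes alone, no filter (365), filterByExpr (374), all 12 libraries (410) and both sets at 30 dyne/cm2 (432) did so as well. Relative log expression, at least 10 counts in every library, the other set, the test against a 1.5-fold change and each fit without 1 library came within it for neither. Of those chosen after seeing the values, the likelihood ratio test gave 436 and 462, and the replicate block came within 1.5 times of both counts with every addition except the adjusted p alone, the 1.5-fold test (301 and 375) and leaving out donor 3 (353 and 368).

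The paper's counts at 80 vs. 30 dyne/cm2 are 134 and 114, and the counts here were 0 and 0, with 929 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, only the replicate block came within 1.5 times (128 and 118). DESeq2 gave 33 and 33, and the exact test 25 and 22. With the replicate block and DESeq2 together, chosen after seeing the values, there were 122 and 114, the latter equal to the paper's count. Chosen after seeing the values as well, the replicate block came within 1.5 times of both counts with relative log expression (125 and 117), the likelihood ratio test (132 and 137), 10 counts (122 and 109) and donor 1 left out (154 and 132), and of the first without the filter (158).

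For genes changed in both comparisons the paper gives 170, and 0 were found here. The replicate block gave 152, the only alternative set before the data were examined within 1.5 times. DESeq2 with the replicate block gave 161 and the likelihood ratio test with it 185, both chosen after seeing the values. For genes changed at 2 dyne/cm2 alone the paper gives 977 and the count here was 635. The replicate block (926), DESeq2 (901), the exact test (849), filterByExpr (676), all 12 libraries (757), both sets (767) and the adjusted p alone (1244) came within 1.5 times. For 80 dyne/cm2 alone the paper gives 77 and the count here was 0, against 94 with the replicate block and, chosen after seeing the values, 75 with the replicate block and DESeq2. The other alternatives set before the data were examined did not come within 1.5 times of these 2 counts.

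For the comparison of the sets at 30 dyne/cm2 the paper gives 30 genes, and 0 passed here, with 473 at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times, with at most 8 genes (DESeq2). Of those chosen after seeing the values, the replicate block gave 66 with DESeq2, 90 with the likelihood ratio test, 46 without the filter and 62 without donor 2, all above the paper's count.

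The paper states that ADAMTS genes fall under low and rise under supra-high shear stress. ADAMTS10 and ADAMTS17 rose here at 2 dyne/cm2 (0.36 and 0.43 on the log2 scale), and ADAMTS17 fell by 0.30 at 80 dyne/cm2. ADAMTS15, which the paper's Supplementary Table 2 lists with -2.28, was at -2.27 without the filter. No ADAMTS gene was called at 80 dyne/cm2, while the replicate block called ADAMTS1, ADAMTS4 and ADAMTS5. PLAU and PLAUR, which the paper calls higher at 80 dyne/cm2, had an adjusted p of 0.643 and 0.517. Of the alternatives set before the data were examined, only the replicate block called them (0.00394 and 0.00439). ADAMTS6 was not called at 2 dyne/cm2 (adjusted p = 0.0529), and was called with the replicate block, DESeq2, the exact test, all 12 libraries, both sets and without replicate 3 at 2 dyne/cm2. Among the alternatives chosen after seeing the values, the replicate block called PLAU and PLAUR with every addition that was run for single genes except the other set and, for PLAUR, all 12 libraries and donor 2 left out, and it called ADAMTS6 with every addition except donor 2 left out. The likelihood ratio test, also chosen after seeing the values, called ADAMTS6.

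The paper states that the genes of its protein classes changed in both comparisons go in opposite directions. GPNMB was at -1.32 and -1.22 in the fits with a replicate block. The paper reports inverted scores for its protein classes, with actin and actin-binding proteins lower and extracellular matrix proteins higher at 2 dyne/cm2. The actin and extracellular matrix lists here were not called at 2 dyne/cm2, with medians of -0.06 and 0.21 in the paper's directions. At 80 dyne/cm2 the actin list was higher (0.10, camera, adjusted p = 0.00384). The extracellular matrix list was lower there (-0.28, adjusted p = 0.0804, or 0.00512 with the replicate block). Fry called neither list. The DNA replication list was lower in both comparisons.

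TIMP3 and STARD13, which the paper calls lower at 2 dyne/cm2, had an adjusted p of 0.0576 and 0.0566. Both were called with the replicate block (0.033 and 0.0419), DESeq2 (5.2e-04 and 0.0025) and the exact test (0.00256 and 0.00578). TIMP3 was also called without replicate 2 of set 1 (0.0337), and STARD13 with all 12 libraries (0.00885), both sets (0.0104) and without replicate 2 at 2 dyne/cm2 (0.0463). Over all alternatives the adjusted p of TIMP3 lay between 3.5e-06 and 0.192, and that of STARD13 between 4.3e-04 and 0.154. The likelihood ratio test called both, as did the replicate block with every addition except donor 1 or 3 left out and, for TIMP3, the other set, all chosen after seeing the values. PLCE1, which the paper calls higher, was at 1.48 (adjusted p = 0.199, from 0.0234 to 0.588 over all alternatives). It was called only with the replicate block together with DESeq2 (0.0234) or the likelihood ratio test (0.0368), both chosen after seeing the values.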

Other observations

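The splits and the donor test of the DNA replication list, the 2 tests of the spread between donors, the 2 tests of other cells, the test of POSTN and the 2 tests of the difference between the sets at 30 dyne/cm2 were chosen only after the results were seen.

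The 6 libraries of each comparison can be split in 10 ways, so no share under 0.1 can be reached. At 2 vs. 30 dyne/cm2, 1 of the 10 splits gave as many genes as the real one. At 80 vs. 30 dyne/cm2 and between the sets at 30 dyne/cm2 all 10 splits did, since the real split gave 0. For the extracellular matrix list 8 of 10 splits had a camera p as small at 2 dyne/cm2 and 5 at 80 dyne/cm2, for the actin list 5 and 2, and for the DNA replication list 3 and 4. Of the 4 splits that part all donor pairs, only the real one had genes past the thresholds with a replicate block (1078, 246 and 1), and the other 3 gave 0. This cannot decide the question, since 4 splits are few and each of the other 3 reverses the change of 1 donor. That widens the residual spread and lowers the count. The comparison of the sets at 30 dyne/cm2 gave the same pattern.

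No gene passed at 80 vs. 30 dyne/cm2 in edgeR's quasi-likelihood test without a donor term, although 929 had an unadjusted p under 0.05. DESeq2 without a donor term gave 66 genes and the exact test 47. Simulated 2-fold and 4-fold changes laid over the donors' levels were found in 56.6% of cases without a donor term and in 90.7% with it. For 2-fold changes the percentages were 34.2% and 82.2%, and for 4-fold changes 79.1% and 99.2%. In the fit with a donor term 246 genes passed both thresholds in the same 6 libraries, and the biological coefficient of variation fell from 29.4% to 11.4%. The other 3 splits that part the pairs gave 0, but each reverses the change of a donor, which by itself lowers the count. The simulated changes alone left the cause open, since the true changes are not known. The 246 genes point to the spread between donors as a reason for the empty result, and argue against a response too small to be found. Since other tests called genes without a donor term, the choice of test also bore on the empty result.

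The DNA replication list was lower in both comparisons. Against the other set at 30 dyne/cm2 the medians were -0.35 at 2 dyne/cm2 (adjusted p = 7.2e-06) and -0.40 at 80 dyne/cm2 (adjusted p = 1.3e-09), which argues against a difference between the sets as the cause (the higher median was -0.346). In the comparison at 2 dyne/cm2 the highest median of a donor was -0.076, so no donor went the other way. In that at 80 dyne/cm2 it was 0.192 in donor 1, so the direction there depends on the donor. Less proliferation under both conditions may be a hypothesis for 2 dyne/cm2 only.

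Mesenchymal markers rose at 2 dyne/cm2, with 6 of 8 tested genes higher. ACTA2, TAGLN, MYH11, CNN1 and DES were at 0.562 CPM or less at 2 dyne/cm2, which argues against a larger share of smooth muscle cells. A larger share of fibroblasts stays open. DCN (2.24 against 0.366 CPM), PDGFRB and PDGFRA rose in all 3 donors, while THY1 fell, with a log2 fold change of -1.05 with a donor term (standard error 0.16) and -0.97 without it (standard error 1.23), from a level of 26.6 CPM that would hide a small share. LUM did not rise (6.12 against 7.32 CPM, log2 fold change -0.11 with a donor term, standard error 0.25). Without donor A the median was 1.01, and without replicate 1 at 2 dyne/cm2 alone it was 0.19. Of the 7 tested genes other than POSTN, 5 were higher in all 3 donors by more than 2 standard errors with a donor term, which argues against POSTN in 1 donor as the cause of the whole rise. A change within the ECs was not tested.

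Of the 70 extracellular matrix genes tested at 2 dyne/cm2, 51.4% rose. Among the 35 better expressed genes the percentage was also 51.4, which argues against weakly expressed genes as the cause of the low share.

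The difference between set 2 and set 1 at 30 dyne/cm2 was related across 11568 genes, which are not independent replicates, to the difference between 2 and 80 dyne/cm2 (Pearson's r 0.358, Spearman's rho 0.359), with set 1 toward 80 dyne/cm2. In 50 simulations with no effect r did not go above 0.033, and over 9 pairings of donors the lowest r was 0.118, which argues against counting noise and against 1 donor. The difference in slide type and seeding density given in the deposited description may be a source of it, but the sets differ in both at once, so they cannot be separated.

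Of the actin isoforms, ACTB and ACTG1 had log2 fold changes of 0.00 and 0.00 at 2 dyne/cm2 and of 0.49 and 0.44 at 80 dyne/cm2 (adjusted p = 0.531 and 0.563). The other 4 isoforms had 17 counts or fewer in every library.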
